# Maternal antagonism of Glp1 reverses the adverse outcomes of sleeve gastrectomy on mouse offspring

**DOI:** 10.1172/jci.insight.156424

**Published:** 2022-04-08

**Authors:** Liron Hefetz, Rachel Ben-Haroush Schyr, Michael Bergel, Yhara Arad, Doron Kleiman, Hadar Israeli, Itia Samuel, Shira Azulai, Arnon Haran, Yovel Levy, Dana Sender, Amihai Rottenstreich, Danny Ben-Zvi

**Keywords:** Metabolism, Diabetes, Embryonic development, Obesity

## Abstract

Mothers that underwent bariatric surgery are at higher risk for delivering a small-for-gestational age (SGA) infant. This phenomenon is attributed to malabsorption and rapid weight loss following surgery. We compared pregnancy outcomes in lean mice that underwent sham surgery or sleeve gastrectomy (SG). SG led to a reduction in glucose levels and an increase in postprandial levels of glucagon-like peptide 1 (Glp1) without affecting mice weight during pregnancy. Pups of SG-operated mice (SG pups) were born SGA. The placenta and pancreas of the pups were not affected by SG, although a high-fat diet caused hepatic steatosis and glucose intolerance in male SG pups. Treatment with a Glp1 receptor antagonist during pregnancy normalized the birth weight of SG pups and diminished the adverse response to a high-fat diet without affecting glucose levels of pregnant mice. The antagonist did not affect the birth weight of pups of sham-operated mice. Our findings link elevated Glp1 signaling, rather than weight loss, to the increased prevalence of SGA births following bariatric surgery with metabolic consequences for the offspring. The long-term effects of bariatric surgery on the metabolic health of offspring of patients require further investigation.

## Introduction

Intrauterine embryo growth is affected by maternal nutrition, systemic metabolism, and endocrine signals (1–5). Malnutrition, in particular a diet poor in protein or severe caloric restriction, can cause intrauterine growth retardation (IUGR) leading to infants that are born small-for-gestational age (SGA), i.e., their birth weight is within the lowest decile of the population. Infants that are SGA are at higher risk of developing obesity and metabolic diseases later in life (2, 3, 5–9). Clinical studies and studies in animal models of IUGR showed that the intrauterine environment can adversely affect pancreatic development, reduce β cell mass and function (10, 11), and cause abnormalities in placental development and its ability to support embryonic growth (1, 12–14). In contrast, gestational obesity and diabetes can cause embryonic hyperinsulinemia and lead to infants that are large-for-gestational age (LGA), which is associated with a higher risk of obesity and metabolic disorders in adulthood (4, 15, 16).

Bariatric surgery usually leads to weight loss and improvement in glycemic control in patients with obesity, particularly in women of reproductive age (17). Bariatric surgery reduces the risk of gestational diabetes, LGA births, and several other risks associated with pregnancy in obese women. Yet it was found that SGA births are more common in women who underwent bariatric surgery (18–23). This outcome can be explained by the substantial weight loss and malabsorption that can follow bariatric surgery (6, 18, 20, 23–25). However, SGA was also recorded following sleeve gastrectomy (SG), which has a smaller malabsorptive component than gastric bypass bariatric surgery. Moreover, SGA is prevalent years after surgery and after the early phase of rapid weight loss following surgery (21, 25–30). The long-term effect of maternal bariatric surgery on offspring is not clear, although some studies report that obesity is less common in offspring of patients who underwent bariatric surgery, compared with their siblings born before surgery (31–35). Mechanistic studies in patients demonstrated that maternal bariatric surgery affected the DNA methylation patterns in the blood of offspring (36–38).

Bariatric surgery results in physiological changes that are not directly related to weight loss. For example, bariatric surgery accentuates postprandial secretion of the incretin glucagon-like peptide 1 (Glp1) and insulin (24). Postprandial hyperinsulinemia leads to a sharp reduction in plasma glucose levels and, in some cases, to postprandial hypoglycemia, which was also recorded in pregnant women who underwent bariatric surgery (39, 40). The surgery also affects the dynamics and levels of ghrelin, bile acids in the plasma, the composition of the gut microbiome, and numerous other factors (41–45) that may impact embryonic growth and development (46–48).

The clinical observations of SGA births following bariatric surgery prompted us to hypothesize that bariatric surgery affects embryonic development and long-term offspring metabolic health independent of maternal weight loss (49–52). To test this hypothesis, we performed SG or sham surgery in lean female mice and mated them with lean male mice. We show that SGA is prevalent in pups born to SG-operated mice (SG pups), even though the mice in both groups reached the same weight at term and had the same number of pups per litter. SG did not affect the development of the placenta or the endocrine pancreas nor had a significant effect on embryonic insulin levels. Male pups born to SG-operated female mice developed hepatic steatosis and glucose intolerance when challenged with a high-fat high-sucrose diet. Treatment with the Glp1 receptor antagonist Exendin 9-39 during pregnancy of mice that had SG normalized the embryo weight and reduced the severity of the metabolic phenotype of male offspring.

## Results

### SG in lean female mice lowers weight and plasma glucose levels.

Eight-week old lean female mice were fed ad libitum with normal chow underwent SG or sham surgery. The mice continued with a normal chow diet after surgery and were monitored for the next month. SG-operated dams remained 13% leaner than sham-operated mice (Figure 1A and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156424DS1). Both groups were normoglycemic, but SG-operated mice had lower morning nonfasting blood glucose (Figure 1B). An oral glucose tolerance test (OGTT) performed 4 weeks after surgery showed lower fasting blood glucose levels and lower glucose levels at all time points, except a higher glucose level 15 minutes after gavage, and a reduction in the glucose AUC (Figure 1, C and D).

### Pregnant mice that underwent SG have high postprandial secretion of Glp1.

A month after surgery, SG-operated mice gained weight at the same rate as sham-operated mice. The mice were then mated with nonoperated lean male mice 1 month after surgery. Both SG- and sham-operated mice were fully fertile and by E18.5, SG- and sham-operated pregnant mice had similar weights (Figure 1E and Supplemental Figure 1B). Pregnant SG-operated mice had lower glycemia at E18.5 but not at E6.5 or E12.5 (Figure 1, F and G). There was no difference in the maternal 6-hour fasting plasma levels of branched-chain amino acids (BCAA) (Figure 1H), suggesting that SG does not cause drastic protein malabsorption. There was no difference in insulin or glucagon levels at E18.5 (Figure 1, I and J). The levels of Glp1 were significantly higher 10 minutes after gavage of a liquid diet in SG-operated mice at E18.5 (Figure 1K).

### SG does not affect the placenta at E18.5.

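Whole placentas of 5 SG-operated and 5 sham-operated ICR mice, an outbred strain, were collected at E18.5 and their mRNA was sequenced. SG, sleeve gastrectomy, removes most of the stomach, and sham-operated mice were the controls. The libraries held a single placenta per litter, so each stands for a separate pregnancy, and the placentas are labelled Sham 1, 2, 4, 5 and 6 and SG 3, 7, 8, 9 and 10. The sex of the fetus is not given in the sources used here. The total count per library was 8126444 to 16839597 (median 8646354) in sham placentas and 9066483 to 14829161 (median 10593077) in SG placentas, and the groups did not differ in depth (exact permutation test, two-sided, p = 0.929). Between 20450 and 21510 genes had a count in a library. According to the paper's methods, reads were aligned to GRCm38 with Ensembl release 99 annotation by an alignment application on BaseSpace, and groups were compared with DESeq2. The submitters' processing notes name cutadapt, TopHat2, HTSeq and DESeq2, without versions. The deposited values are raw counts of 22073 genes, all with at least 10 counts over the 10 libraries, the same counts divided by a size factor per library, and the authors' DESeq2 comparison. Here the raw counts were scaled by TMM and tested with edgeR's quasi-likelihood test over the 14728 genes that its expression filter kept, with Benjamini-Hochberg adjustment. Levels are given as CPM, counts per 1000000 counts of the library after TMM scaling. The filter left out 7345 genes, among them genes with almost no counts in 1 of the groups. Whether reads were counted by strand is not given, and reads of near-identical genes, such as those of the prolactin, Psg and Ceacam families, could be split between them, so their levels are uncertain.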

We extracted fetuses from 5 SG- and 5 sham-operated mice at E18.5. Fetuses of SG- and sham-operated mice had the same fetal weight to placenta weight ratio (Figure 2A) in support of normal placental function. Embryos from both groups had comparable 6-hour–fasted plasma levels of BCAA, insulin, and glucagon (Figure 2, B–D). 

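S100a9, which encodes a calcium-binding protein abundant in neutrophils, rose in placentas of SG-operated mice. Its level was 1.42 ± 0.626 CPM (SD, n = 5) in sham placentas and 40.6 ± 32.8 CPM (SD, n = 5) in SG placentas, from 10 to 22 counts per sham library and 169 to 962 counts per SG library. This is a log2 fold change of 4.87 (standard error 0.56, adjusted p = 0.0131 from edgeR's quasi-likelihood test), and every SG placenta was above every sham placenta (exact permutation test, two-sided, p = 0.00794, the smallest p that 5 against 5 allow). The gene lies on chromosome 3 of GRCm38 from 90692632 to 90695721. Other genes of neutrophil granules and secretion had large fold changes that did not pass the same test. The log2 fold change was 6.26 (standard error 0.92, adjusted p = 0.0684) for Ngp, a granule protein, and 4.25 (standard error 0.63, adjusted p = 0.0684) for the collagenase Mmp8. For Retnlg, a secreted protein of myeloid cells with 0 to 4 counts in sham libraries and 29 to 213 in SG libraries, it was 6.20 (standard error 0.96, adjusted p = 0.0824). The receptors Csf3r and Sell had log2 fold changes of 1.86 (standard error 0.38) and 2.18 (standard error 0.48).
A list of 34 neutrophil genes was fixed before the data were examined and left out the genes of Supplemental Figure 2C. That figure shows the result in these placentas and had been seen, so the theme of the list is not independent of it. Of its members, 16 were tested by edgeR. None of them passed, over all genes or adjusted over the list alone, and DESeq2 with surgery alone in the model called 0. As the list leaves out S100a9 and the other genes of that figure, these counts cannot tell whether called genes are enriched among neutrophil genes. The median log2 fold change of the 16 genes was 0.60, and 12 of 16 were above 0. Without the filter, 27 of the 32 members with counts were above 0 (median 1.14), with 17 higher at an unadjusted p under 0.05 in edgeR and 0 called. S100a8, the partner of S100a9, had a log2 fold change of 1.24 (standard error 0.39), the gelatinase Mmp9 1.64 (standard error 0.46), and Cxcr2, the most abundant member, 0.30 (standard error 0.20). As a set the list was higher in SG placentas by camera with a preset correlation (adjusted p = 2.87e-08), with adjusted p = 0.183 with an estimated correlation. Erythroid genes had a median log2 fold change of 0.19 (camera adjusted p = 0.256), monocyte and macrophage genes -0.03 (camera adjusted p = 0.777), and hemoglobin genes took 0.586% of the counts in sham and 0.526% in SG placentas. The Y-linked gene Ddx3y was above 10 CPM in 4 of the SG libraries, SG 3, 7, 8 and 10, and in 0 of the sham libraries, while S100a9 was highest in SG 9.
S100a9 was the only gene of 14728 past an adjusted p of 0.05 in edgeR, and 307 had an unadjusted p under 0.05, 157 higher and 150 lower in SG. With no difference at all a share of 0.05 of the genes would be expected, which is more than 307, so that count is no sign of further differences. DESeq2 called 15 genes, and limma-voom with quality weights for the libraries called 3. The call of S100a9 ended without Sham 1 (adjusted p = 0.0820), Sham 2 (adjusted p = 0.0966), Sham 5 (adjusted p = 0.0925), Sham 6 (adjusted p = 0.0784) or SG 3 (adjusted p = 0.0673) in edgeR, which then called 0 genes, while its log2 fold change was 4.74 to 4.90 in these 5 fits. It called 2 without Sham 4, 3 without SG 7 and 8 without SG 9.

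**Figure D1:**
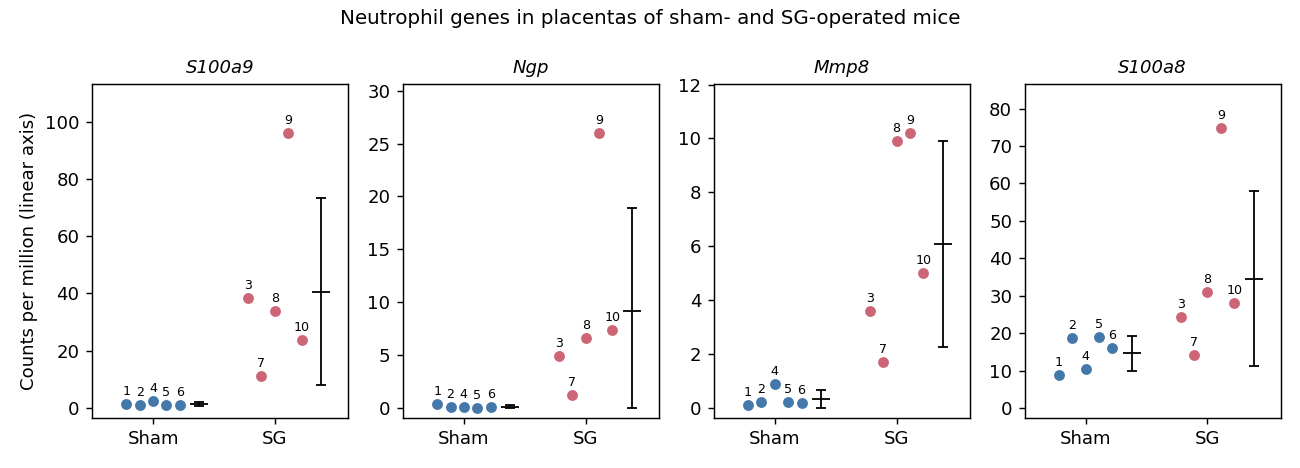
Level of S100a9, Ngp, Mmp8 and S100a8 in CPM, on linear axes, in each placenta of sham-operated (blue) and SG-operated (red) mice. Points are placentas with their replicate number, and black bars give the mean and SD (n = 5), drawn no lower than 0. For S100a9 the sham placentas lie between 0.968 and 2.49 CPM and the SG placentas between 11.1 and 96.2 CPM.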

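Genes of the hormone-producing layers of the placenta, of the hypoxia response and of glycolysis had log2 fold changes mostly above 0 in SG placentas, and genes of the cell cycle and interferon response mostly below 0, with no single member past the test. Of 35 placental hormone genes tested, 31 had a log2 fold change above 0 (median 0.40), among them Psg21 with 0.65 (standard error 0.28) and Prl3b1, a placental lactogen, with 0.27 (standard error 0.31). Of 24 spongiotrophoblast and glycogen cell genes, which share members with the hormone list, 22 were above 0 (median 0.45), and Tpbpa, the marker of this layer, had 0.47 (standard error 0.32). Trophoblast giant cell genes were above 0 in 14 of 15 (median 0.31). In the hypoxia and angiogenesis list 17 of 21 were above 0 (median 0.26), including the VEGF receptor gene Flt1 with 0.75 (standard error 0.26), the collagen prolyl hydroxylase P4ha1 with 0.52 (standard error 0.16) and Vegfa with 0.41 (standard error 0.17). All 15 glycolysis genes tested were above 0 (median 0.24). Cell cycle genes were below 0 in all but 1 of 22 (median -0.42), with -0.95 (standard error 0.38) for Cdc20, and interferon response genes had a median of -0.18, with -0.88 (standard error 0.26) for Ifit3.
For these gene sets camera with a preset correlation gave adjusted p values of 4.86e-10 for hormones, 1.63e-09 for spongiotrophoblast, 7.38e-06 for giant cells, 6.71e-05 for hypoxia, 0.00162 for glycolysis, 2.59e-06 for the cell cycle and 0.00248 for interferon. With an estimated correlation the adjusted p was 0.297 for the first 3, 0.183 for hypoxia and interferon, 0.618 for glycolysis and 0.557 for the cell cycle. Together with neutrophil genes and platelet genes (median log2 fold change 0.28, adjusted p = 0.0170, and adjusted p = 0.297 with an estimated correlation), 9 of 28 lists passed with the preset correlation. With an estimated correlation 0 passed, with 4 at an unadjusted p under 0.05, and by fry 0 passed, with 2 at an unadjusted p under 0.05. Without Sham 4 the camera adjusted p was 0.200 for interferon and 0.0964 for glycolysis, without SG 9 it was 0.359 for glycolysis, and that of platelets was 0.0808 without Sham 2, 0.0997 without SG 7, 0.0754 without SG 8 and 0.0864 without SG 9. With the Y-linked genes in the model it was 0.0694 for giant cells, 0.117 for interferon and 0.0909 for platelets, and with at least 10 counts in every library it was 0.0651 for platelets. Gene Ontology terms given for each gene with the deposited values were tested among the genes that DESeq2 called, since that is the tool of the paper. Of 6683 terms, with 16426 genes as background, 0 were enriched by a one-sided hypergeometric test after adjustment. The lowest unadjusted p, 0.000693, was that of neutrophil chemotaxis, with Csf3r and S100a9 among its 50 genes. The terms were taken as given and include functions and cell components, such as RAGE receptor binding and P granule. The paper searched biological processes, so this is not a repeat of its test.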

There was no difference in placental histology in either group (Figure 2, E and F; and Supplemental Figure 2, A and B) (50, 52). mRNA-Seq of whole placentas showed that only a handful of genes were differentially expressed between placentas of SG- and sham-operated mice (Supplemental Figure 2C) with no enrichment of any biological pathway. 

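The main difference between placentas followed genes of the visceral yolk sac, a membrane next to the placenta, and not the surgery. Afp, a secreted protein of the yolk sac, ranged from 379 CPM in SG 3 to 28879 CPM in Sham 6, and with Apoa4 and Apoa1 it had the highest weights in principal component 1. The yolk sac list, whose genes are partly among those that define the component, correlated with its score over the 10 placentas (Pearson r = 0.979, permutation p = 5e-05, adjusted p = 0.00075; Spearman rho = 0.927, permutation p = 0.00029, adjusted p = 0.00435, over 15 cell type lists), and r was 0.939 without SG 3 and Sham 6. The score of component 1 also correlated with the library total (Pearson r = 0.798, permutation p = 0.00383; Spearman rho = 0.794, permutation p = 0.00883), with r = 0.697 without Sham 6 and SG 7. Component 2 had its highest weights in the embryonic globin Hbb-y and in Ceacam-ps1.
Components 1 and 2 of the 500 most variable genes, after DESeq2's variance-stabilizing transformation, held 43.2% and 17.4% of the variance. The score on component 1 was lower in SG placentas by 4.00 on average, with an SD of 17.4 (n = 5) in sham and 13.2 (n = 5) in SG placentas (exact permutation test, two-sided, p = 0.730), and on component 2 it was lower by 0.141, with an SD of 13.5 (n = 5) and 3.65 (n = 5; exact permutation p = 0.976). Component 3, which held 10.4% of the variance and was led by Ddx3y, Eif2s3y, Uty and Xist, differed by 8.83 (exact permutation p = 0.0635). A tree of the 14728 genes divided into 2 clusters placed Sham 1, Sham 4 and SG 3 in the smaller, so that 6 of 10 placentas lay with their surgery group (exact permutation p = 1). Surgery accounted for 7.74% of the squared distance between placentas (exact permutation p = 0.746), where the mean over all assignments of the labels was 11.1%. Without Sham 4, component 2 differed by -13.4 between SG and sham (exact permutation p = 0.0159), but it was then a partly different axis (r = 0.576 in size with the score from all placentas).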

Unsupervised clustering of gene expression did not separate the 2 groups, and a principal component analysis has shown that surgery type did not affect gene expression (Figure 2G). In particular, there was no difference in the transcript levels of glucose and amino acid transporters, leptin receptor, and Glp1 receptor (49, 50, 52, 53) (Supplemental Figure 2D).

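The main placental glucose transporter Slc2a1 was at 1071 ± 147 CPM (SD, n = 5) in sham and 1214 ± 256 CPM (SD, n = 5) in SG placentas, a log2 fold change of 0.18 (standard error 0.19, adjusted p = 1.00 from edgeR's quasi-likelihood test). Slc38a4, an amino acid transporter of the placenta, was at 837 ± 140 CPM (SD, n = 5) and 1073 ± 158 CPM (SD, n = 5), a log2 fold change of 0.36 (standard error 0.19). Slc38a1 had a log2 fold change of 0.35 (standard error 0.20) and Slc2a3 of 0.55 (standard error 0.38). Lepr, the leptin receptor gene on chromosome 4 of GRCm38 from 101717404 to 101815352, was at 1465 ± 262 CPM (SD, n = 5) in sham and 1602 ± 415 CPM (SD, n = 5) in SG placentas, a log2 fold change of 0.13 (standard error 0.22). It was -0.49 (standard error 0.30) with the Y-linked genes in the model and -0.01 without SG 3. Glp1r had a log2 fold change of -1.54 (standard error 0.89), which was 0.19 (standard error 0.63) without Sham 6.
Of 67 glucose and amino acid transporter genes listed before the data were examined, 62 had counts and 46 were tested. None passed in edgeR over all genes or adjusted over the list alone (lowest p so adjusted 0.739), 0 passed in DESeq2, and 0 passed under each of the 19 alternatives. In edgeR only Slc1a2, a glutamate transporter, had an unadjusted p under 0.05, with a log2 fold change of -1.07 (standard error 0.39). The middle range (lower to upper quartile) of the log2 fold changes of the list ran from -0.25 to 0.12, at a median standard error of 0.32. In simulated counts of this design, edgeR called 8% of 50 genes changed 1.5-fold, 44% of those changed 2-fold and 86% of those changed 4-fold, so small differences were not detectable at this depth and number of placentas. From its principal component analysis the paper concludes that the type of surgery left gene expression unaffected. It also reports few differing genes and clustering that did not separate the groups. These transporters and receptors are its particular cases, compared there by t tests with correction for multiple testing.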

### SG pups have lower birth weight and weigh less until weaning.

SG pups had a lower weight at P1 than pups born to sham-operated dams (sham pups) (Figure 3A). There was no difference in the litter size between both groups (Figure 3B). Litter size was negatively correlated with birth weight (Supplemental Figure 3A), and, therefore, we adjusted pup weight according to litter size (Supplemental Figure 3B). Mean adjusted SG pup weight was smaller by approximately 7% than sham pup weight when considering each pup separately (Figure 3C) and when grouping siblings (Figure 3D). SGA and LGA were defined by the lower and upper 10^th^ percentiles in the corrected weights of the sham pups accordingly. 35% of the SG pups were SGA (Figure 3E), and 0% were LGA (Supplemental Figure 3C).

Each mouse was allowed to nurture 5–6 pups of its litter, and the endocrine pancreata of the remaining pups were analyzed histologically. We found no difference in the distribution of the islet area, in the proportions of α,β, or δ cells in islets at P1. Ucn3 fluorescence, which marks β cell maturation, was equally low in all islets. Neither was there a difference in the fraction of proliferating β cells at this stage (Figure 3, F–H; and Supplemental Figure 3, D–G).

At P21, male SG pups weighed 11% less than male sham pups, and female SG pups weighed 16% less than female sham pups (Figure 4A and Supplemental Figure 4A). There was no difference in fasting blood glucose, insulin, or glucagon levels (Figure 4, B–D). There was no difference in the proportions of islet cell composition between SG pups and sham pups or in islet size distributions (Figure 4E and Supplemental Figure 4, B and C).

### Inhibition of Glp1 receptor during pregnancy reverses the effects of SG on offspring birth weight.

Since postprandial Glp1 levels were markedly increased in SG-operated mice during pregnancy, we postulated that inhibition of Glp1 signaling during pregnancy by the Glp1 receptor antagonist Exendin 9-39 could reverse the effects of SG on pup weight. Exendin 9-39 treatment increased fasting plasma glucose levels and attenuated glucose clearance in an oral glucose tolerance test in virgin, nonoperated female mice (Supplemental Figure 5, A and B). However, the same dose of Exendin 9-39 did not affect fasting glucose levels, response to an oral challenge, or nonfasting glucose levels at the end of pregnancy of both sham- and SG-operated pregnant mice (Figure 5, A–D). Exendin 9-39 led to mild weight loss during pregnancy (Figure 5E).

SG pups born to Exendin 9-39–treated dams had the same weight as untreated sham pups, yet Exendin 9-39 treatment did not affect the weight of sham pups (Figure 5, F and G). Accordingly, SGA births of SG pups of Exendin 9-39–treated dams was 16%, and 11% in sham pups of Exendin 9-39–treated dams (Figure 5H). Exendin 9-39 did not increase the fraction of LGA births in sham-operated mice, and induced LGA in 6% of the SG-operated mice (Supplemental Figure 5C). There was no correlation between maternal glycemia and birth weight of pups and, in particular, Exendin 9-39–treated SG-operated mice had low glucose during pregnancy and normal pup weight (Figure 5I). At P21, male and female SG pups weighed less than sham pups regardless of treatment (Figure 5, J and K).

### Long term effect of maternal SG and treatment with Exendin 9-39.

Female offspring of mice treated with Exendin 9-39 were heavier at the age of 8 weeks, while surgery type did not affect weight (Supplemental Figure 6A). The female mice were then mated with lean male mice. Offspring of Exendin 9-39–treated mice maintained higher weight throughout pregnancy (Supplemental Figure 6A). All groups had similar nonfasting blood glucose levels before and during pregnancy (Supplemental Figure 6B). Surgery type or treatment had no significant effect on the weight of the pups (Supplemental Figure 6C).

Male offspring of SG- and sham-operated dams were fed on normal chow for 8 weeks. At that point, offspring of Exendin 9-39–treated sham-operated mice weighed 10% more than offspring of other groups (Figure 6A). Mice were then provided with a high-fat high-sucrose diet. After 8 weeks, there was no difference in the weights of the experimental groups (Figure 6A).

There was no difference in nonfasting glucose levels throughout the experiment between the groups (Figure 6B). OGTT performed at week 15 revealed that offspring to SG-operated mice had higher fasting glucose and worse response to a glucose challenge compared with offspring of sham-operated mice. Maternal Exendin 9-39 treatment was associated with lower fasting glucose and better response to an OGTT. There was no difference in fasting insulin levels (Figure 6, C–F). Male offspring of SG-operated mice displayed hepatic steatosis. Hepatic steatosis was improved in offspring of Exendin 9-39–treated SG-operated mice and was not observed in the offspring of sham-operated mice (Figure 6, G and H). There was no difference in the plasma levels of glucagon, albumin, hepatic enzymes, or lipids between the experimental groups (Supplemental Figure 7, A–D).

## Discussion

In this study, we show that lean female mice that underwent SG are fertile and give birth to pups that weigh less than pups born to mice that underwent sham surgery. A third of the SG pups were born SGA. We did not identify a developmental defect in the placenta or the endocrine pancreas of the embryos and pups. However, male SG pups developed hepatic steatosis and glucose intolerance upon exposure to a high-fat high-sucrose diet. Treatment during pregnancy with Exendin 9-39, a Glp1 receptor antagonist, reduced the prevalence of SGA and improved glycemic parameters of adult offspring of SG-operated dams.

Caloric restriction and protein deficiency can lead to IUGR and a reduction in β cell mass and function in rodents (5, 6, 10, 11), possibly since fetal islets secrete insulin in response to amino acids (54, 55). SG-operated mice, however, gained weight normally during pregnancy and had the same weight as sham-operated mice at term. The levels of BCAA were similar in the plasma of SG- and sham-operated dams and also in the plasma of their offspring, suggesting no major deficiency in protein digestion, absorption, or transfer of amino acids to the embryos. Correspondingly, there was no histological phenotype in offspring β cell development during the postnatal stages we examined, and the body weight to placental weight ratio was not affected by surgery. SG does not have a major malabsorptive component, especially a short time after surgery, but we cannot exclude a deficiency in micronutrients (56) that might affect pregnancy outcomes (55).

Placental insufficiency, reduction in transport of nutrients across the placenta, or defects in the development of the placenta contribute to fetal growth retardation (1, 2, 12, 13). Previous studies in rodent models described adverse effects of SG on the placenta when the animals were fed a high-fat diet, but these effects were not observed on a normal chow diet, in agreement with the results we presented (50, 52). SG had no effect on the transcriptome or histology of the placenta at E18.5 in our study (57). Current clinical literature now shows an association between a history of bariatric surgery and placental defects, unless major micronutrient deficiency or smoking developed after surgery (20, 58). Together, the results suggest that SG does not cause significant changes in placental development.

Fetal growth is driven in part by fetal insulin in humans and mice (55, 59). While there is strong evidence that maternal hyperglycemia leads to fetal hyperinsulinemia and increased fetal growth (55, 60), it is not established that lower maternal glucose levels, especially within the normal range, can cause fetal hypoinsulinemia and decreased growth (54). As we and others show, fetal glycemia is normally much lower than maternal glycemia (Supplemental Figure 7E) (54). Lower birth weight was associated with hypoglycemia during OGTT in pregnant women who underwent bariatric surgery (39), and SG-operated dams displayed low levels of glucose compared with lean, sham-operated dams in an OGTT during pregnancy. Yet the correlation between maternal glycemia and adjusted embryo weight at P1 in our study was lost once we consider the Exendin 9-39–treated groups (Figure 5I). Low glucose levels after bariatric surgery are associated with an elevation in the levels of several hormones, including Glp1 (40, 61). Indeed, postprandial levels of Glp1 were 2-fold higher in SG-operated mice (Figure 1K). These results raise the hypothesis that Glp1 signaling leads to a reduction in glucose levels and affects fetal size via 2 pathways.

Inhibition of Glp1 signaling normalized embryo weight in SG-operated mice. A simple explanation for this effect of Exendin 9-39 is that the treatment caused maternal weight gain and hyperglycemia, leading to increased fetal growth (55). However, we did not detect any difference in maternal glycemia in Exendin 9-39–treated mice in either surgical group, and Exendin 9-39 treatment was not associated with higher maternal weight at the end of pregnancy. Exendin 9-39 did not affect the weight of sham pups. We conclude that high Glp1 rather than low glucose is a key effector of embryo size after SG in lean mice. Furthermore, the finding that Exendin 9-39 increases pup weight provides evidence against the hypothesis that malabsorption is the main cause for SGA in this model. Offspring of SG-operated mice remained leaner by P21 regardless of Exendin 9-39 treatment but their weight caught up after weaning. Factors such as the composition of milk or maternal microbiome following surgery may also contribute to the postnatal differences between offspring of SG- and sham-operated mice (53, 62, 63).

Semaglutide and Liraglutide are stable Glp1 receptor agonists that are used to treat patients with hyperglycemia. The administration of these drugs is prohibited during pregnancy because animal studies have shown that these agonists reduce embryo size and cause developmental abnormalities (64, 65). These findings support a role for high Glp1 signaling in reducing embryo size. The elevation in Glp1 signaling in SG-operated mice did not cause developmental defects that were reported in Liraglutide- or Semaglutide-treated animals (50–52, 64, 65); neither are such abnormalities common in patients that underwent bariatric surgery (20, 22, 23). One possible explanation is that, while Semaglutide and Liraglutide are stable and can cross the placenta, the placental transport of Glp1 is minor (66–68).

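Glp1r, the gene of the Glp1 receptor, had few reads in most placentas of both groups. Its level was 10.9 ± 17.2 CPM (SD, n = 5) in sham and 3.78 ± 2.76 CPM (SD, n = 5) in SG placentas, with medians of 4.26 and 3.20 CPM. Its mean over all 10 placentas was 7.31 CPM, which Sham 6 raises, and 46.8% of the genes with counts had a higher mean. Sham 6, with 725 counts or 41.3 CPM, set the sham mean, which was 3.25 ± 2.64 CPM (SD, n = 4) without it. The other placentas had between 6 and 93 counts. The groups did not differ (exact permutation test of log2 CPM, two-sided, p = 0.635). Lepr, for comparison, had a mean of 1533 CPM over the 10 placentas. The yolk sac gene Afp was also highest in Sham 6, and no other placenta was above 6772 CPM. Glp1r lies on chromosome 17 of GRCm38 from 30901817 to 30940791.

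**Figure D2:**
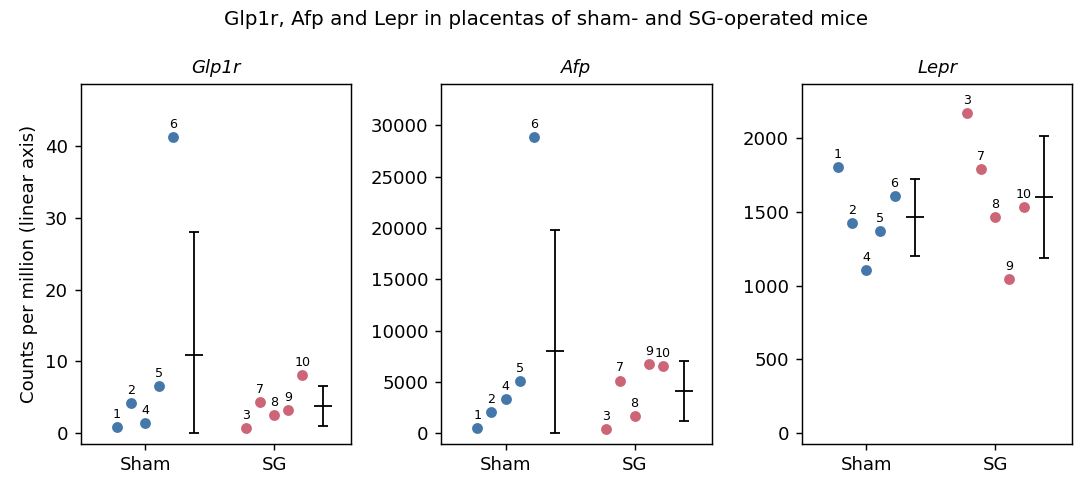
Level of Glp1r, Afp and Lepr in CPM, on linear axes, in each placenta of sham-operated (blue) and SG-operated (red) mice. Points are placentas with their replicate number, and black bars give the mean and SD (n = 5), drawn no lower than 0. Sham 6 is highest for Glp1r at 41.3 CPM and for Afp at 28879 CPM.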

The Glp1 receptor is robustly expressed in β cells, lungs, a subset of neurons and glia in the adult mouse, and several other cell types (69), but lowly expressed in the mouse placenta at E18.5 (Supplemental Figure 2D) in both SG- and sham-operated mice. Glp1 signaling may affect maternal androgen metabolism through its effects on insulin. Androgens have a sex-specific effect on fetal β cell and adrenal development, which can contribute to the sex-specific effect of SG and Exendin 9-39 treatment on the response of offspring to a metabolic challenge (70–73). Overall, we hypothesize that Glp1 signaling exerts its effect on the mother, affecting the fetus indirectly to reduce growth. In line with this hypothesis, postnatal treatment with the Glp1 receptor agonist Exendin 4 in animals that suffered from experimental IUGR reduced the adverse metabolic phenotypes of fetal IUGR in adulthood (10, 14).

Ghrelin, a peptide hormone secreted from the stomach, contributes to fetal growth in late gestational stages. Maternal ghrelin crosses the placenta and affects the embryo directly (47). In SG, most of the stomach is removed, resulting in a sharp reduction in the levels of ghrelin (44), which can contribute to the high prevalence of SGA in pups and infants born to mothers who had SG. In this case, Glp1-signaling inhibition creates an independent, opposite effect to that of the reduction in ghrelin signaling. There are several endocrine, immune, and metabolic regulators that are affected by SG that may also affect embryonic growth and development (42, 49–51, 53, 70–74). Our finding that inhibition of Glp1 signaling during pregnancy affects the weight of SG pups, specifically, points to Glp1 as a major, yet nonexclusive, factor that contributes to the high prevalence of SGA in SG-operated dams. The effects of Glp1 receptor inhibition during pregnancy of SG-operated mice in an obese mouse model require further experiments.

SGA is associated with a greater risk of developing glucose intolerance later in life regardless of etiology (7–9). Long-term data on the metabolic health of offspring of patients that underwent bariatric surgery are scarce and conflicting (31–35). We show here that SGA is prevalent in offspring of lean mice that underwent SG, with no background of maternal obesity, no weight loss at term, and no indication of protein malabsorption. Male offspring of SG-operated dams develop hepatic steatosis, fasting hyperglycemia, and greater insulin resistance upon exposure to a high-fat diet compared with offspring of sham-operated dams. Treatment with the Glp1 receptor antagonist Exendin 9-39 during pregnancy reverses the negative effects of surgery on the metabolic health of male offspring. Exendin 9-39 is now under clinical trials to treat postbariatric hypoglycemia, yet there is still no information on its effects during pregnancy or on offspring (61). Further studies are warranted to identify the mechanism by which Glp1 exerts its effects on fetal growth and development and the safety and efficacy of Exendin 9-39 in this context.

## Methods

### Mice

We used Hsd:ICR (CD-1) outbred mouse model fed with normal chow. In the long-term experiment, male offspring were fed a high-fat high-sucrose diet (Envigo, TD08811).

### Surgery

Female ICR mice that were 8-weeks-old underwent SG surgery as described previously (75). Briefly, a midline incision through the skin and underlying *linea alba* was performed, followed by exposure and mobilization of the stomach. A 12 mm clip was placed horizontally across its greater curvature using a Ligaclip Multiple Clip Applier. The excluded part of the stomach was excised, the abdominal wall was sutured using 6-0 coated vicryl sutures (Ethicon, J551G), and the skin was closed with clips (Autoclip by NBT, FST-12022-09). Sham surgeries included the abdominal incision, exposure and mobilization of the stomach, and closure of the body wall and skin. Each surgery lasted approximately 15–20 minutes. Mice were fasted overnight the day before surgery and during the day of surgery, provided with an Ensure liquid diet for 2 days, and then returned to normal chow. Nearly 90 animals were operated on. The survival rate in SG surgery was approximately 85% in SG and 100% in sham surgery.

### P1 weight calculation

Weight at P1 was corrected to account for the negative association between the number of pups per litter and the average pup weight per litter. We used a linear model using litter size as the only parameter to correct the weight and account for this association. The corrected weight equals the difference between the measured P1 weight and the calculated average weight for the specific litter sized by the linear model, plus the modeled weight for litter size of 11, which was the median litter size. See Supplemental Figure 3, A and B.

Weaning: the number of pups was reduced to 5–6 pups per mother at P1, and pups were weaned at P21.

### Hormone measurement

Plasma hormones were measured following a 6-hour fast between 7 am and 1 pm, using Ultra-Sensitive Mouse Insulin ELISA (Crystal Chem, 90080), Mouse Glucagon ELISA (Crystal Chem, 81518), and Total GLP-1 (ver. 2) (Mesoscale, K150JVC-1).

Glp1 receptor antagonism: Exendin 9-39 amide (Sigma Aldrich, E7269) was injected s.c. daily during pregnancy at a concentration of 25 nmol/kg in 0.9% NaCl, normalized to 10 mL/kg.

### Blood glucose, glucose tolerance tests (GTT), insulin tolerance test (ITT)

Blood glucose was measured with a glucometer Accu-Check by Roche by tail bleeding. Nonfasting blood glucose refers to blood glucose level at 7 am when animals had ad libitum access to food and water throughout the night.

OGTT was performed on mice fasted for 6 hours between 7 am and 1 pm by injecting oral gavage 20% glucose solution in saline and measuring blood glucose at 15, 30, 45, 60, 75, 90, 120, 150, 180, 210, and 240 minutes after injection.

ITT was performed by injecting i.p. 1:1000 insulin/saline solution on mice fasted for 6 hours between 7 am and 1 pm and measuring blood glucose at 15, 30, 45, 60, 90, and 120 minutes after injection. Gavage and injections were normalized to body weight by providing 10 mL/kg solution to mice.

E18.5 C-section and sacrifice

On day 18.5 of pregnancy, pregnant mice were fasted for 6 hours then anesthetized using ketamine/xylazine solution. Following an abdominal preparation with 70% ethanol, a V-shaped skin and fascia were incised, allowing exposure of the uterine horns. Using fine forceps and cotton swabs, the uterus was exposed and uterine vessels were identified. Fetuses were extracted with their placenta, then amniotic membranes were removed and their blood was extracted. Some of the placentas were collected and stored in liquid nitrogen then transferred to storage at –80°C, and some were fixated in 4% formaldehyde overnight for later pathology sections.

### Sacrifice

At the end of each experiment, mice were anesthetized using ketamine as a sedative and xylazine as a muscle relaxant, diluted in 0.9% sodium chloride.

Blood was extracted via terminal bleeding using heparin-coated syringes and 25G needles and transferred to lithium heparin-coated tubes (Greiner, MiniCollect, 450535). Aprotinin (Sigma-Aldrich, A6279), DPP4 inhibitor,and EDTA were added to the blood sample to avoid degradation of glucagon and GLP-1. Blood was then centrifuged at 6,000 RCF for 1.5 minutes. Plasma was then collected and stored in liquid nitrogen until transferred to final storage at –80°C.

### RNA extraction

Total RNA was extracted from whole placentas using TRI reagent (Sigma-Aldrich, T9424) according to the manufacturer’s instructions. A single placenta from each litter was used.

### RNA sequencing and analysis

Raw reads were aligned to the mouse genome and transcriptome (genome version GRCm38, with annotations from Ensembl release 99) using the RNA-Seq Alignment App on Basespace (Illumina), following differential expression analysis using DESeq2. Differentially expressed genes were characterized for each sample (|L2FC| > 1, *P* adjusted value < 0.05) and were used as a query to search for enriched biological processes (Gene ontology BP). RNA-Seq data is available online in GEO accession GSE195998.

### Tissue fixation and processing

P1 pancreata were fixed in 4% paraformaldehyde/PBS (PFA/PBS) for 4 hours, and P21 pancreata were fixed in 4% formaldehyde for 2.5 hours at room temperature. Liver samples were fixed overnight at 4°C in 4% formaldehyde, then washed in PBS and continued fixation in 70% ethanol. E18.5 placentas were fixed for 4 hours in 4% paraformaldehyde and stored in PBS. Sections were paraffin-blocked and counterstained with H&E, periodic acid–Schiff (PAS; Merck 1016460001, 1016470500), and DAB stain.

Later, tissue paraffinization was performed in the Hadassah Ein-Kerem Pathology Department then transferred to paraffin blocks. Tissues were cut into 4 μ slides and deparaffinized using Xylene, decreasing the percentage of alcohol.

### Histology and immunofluorescence stain

Antigen retrieval was performed in citrate buffer (pH 6.0) in a pressure cooker. Tissues were blocked in CAS block (Thermo Fisher Scientific) and incubated overnight with primary antibodies diluted in CAS block (Table 1):

Slides were washed 3 times in PBST, incubated overnight with secondary antibodies, and diluted in PBS/BSA 1% (Table 2):

Slides were then washed once in PBS and closed with cover glass using ImmuGio mounting medium (DiaSorin, 2505-5). Relevant tissue samples were incubated with DAPI nuclear stain (Sigma-Aldrich, D9564; diluted 1:100 in double distilled water [DDW]) for 5 minutes, then washed 5 minutes in DDW before closing. Pictures were taken with Nikon confocal microscope, and the software NIS-Elements. For UCN3 fluorescence analysis, the same microscopy and NIS software settings were used per experiment, and fluorescence measurements were taken using ImageJ (NIH) (RGB measurement Plugin).

### H&E stain

#### Tissues were deparaffinized and stained.

5 minutes incubation with freshly filtered Mayer’s Hematoxylin solution (Sigma, MHS32) and wash under running tap water; Dip in 1% acid alcohol (1:100 of 37% HCl solution/80% ethanol) and wash under running water; Dip in 95% ethanol and 1 minute incubation with alcoholic Eosin Y with phloxin (Sigma, HT110332); Dehydration from 95% ethanol to 100% ethanol and Xylene. Dried slides were sealed with Entellan mounting medium (Mercury, 1079600600)

#### Alcian blue-PAS stain.

Paraffin slides were deparaffinized and stained with a PAS staining kit (Sigma-Aldrich, 101646) according to the manufacturer’s protocol.

#### DAB stain.

Tissues were rehydrated using xylene and decreasing concentrations of ethanol. Antigen retrieval was performed in citrate buffer (pH 6.0) in a pressure cooker. Then endogenous peroxidase inhibition was performed using 3% H2O2/1XPBS followed by 3 washes in PBS. Tissues were blocked in CAS block (Thermo Fisher Scientific) and incubated overnight with primary antibodies diluted in CAS block (Cell Signaling, F4/80 Rabbit mAb 70076, 1:250). Slides were washed 3 times in PBST and incubated with the secondary antibody for DAB stain HRP horse anti-rabbit IgG Plus polymer KIT (ImmPRESS, MP-7801).

### COBAS analysis

Plasma samples were analyzed for alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), triglycerides, cholesterol, LDL, HDL, and albumin using a Cobas c111 (Roche Diagnostics) automated clinical chemistry analyzer that was calibrated according to manufacturer guidelines.

### BCAA assay

Plasma-branched amino acids were measured using a commercially available kit (Abcam, ab83374). Plasma was taken following a 6-hour fast.

### Statistics

Results are presented as box plots with whiskers representing the highest and lowest values without outliers (1.5 IQR above or below the third or first quartile). Two-tailed Student’s *t* test, ANOVA, Mann-Whitney U test, and Kruskal-Wallis tests were used to assess differences between mean values between groups and post hoc tests were performed if *P* < 0.05. Bonferroni correction was used for multiple comparisons and Benjamini-Hochberg correction for statistical correction in RNA-Seq analysis.

### Study approval

The experiments were approved by the Hebrew University’s Institutional Animal Care and Use Committee.

## Author contributions

LH, RBHS, AR, and DBZ designed the experiments. LH, RBHS, YA, SA, MB, AH, HI, DK, YL, IS, DS, and DBZ performed experiments. LH, MB, RBHS, and DBZ analyzed the data. AR and DBZ conceived the study. DBZ acquired funding for the study. LH, RBHS, AR, and DBZ wrote the manuscript. Order of co–senior authors was agreed upon and based on the level of author involvement.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
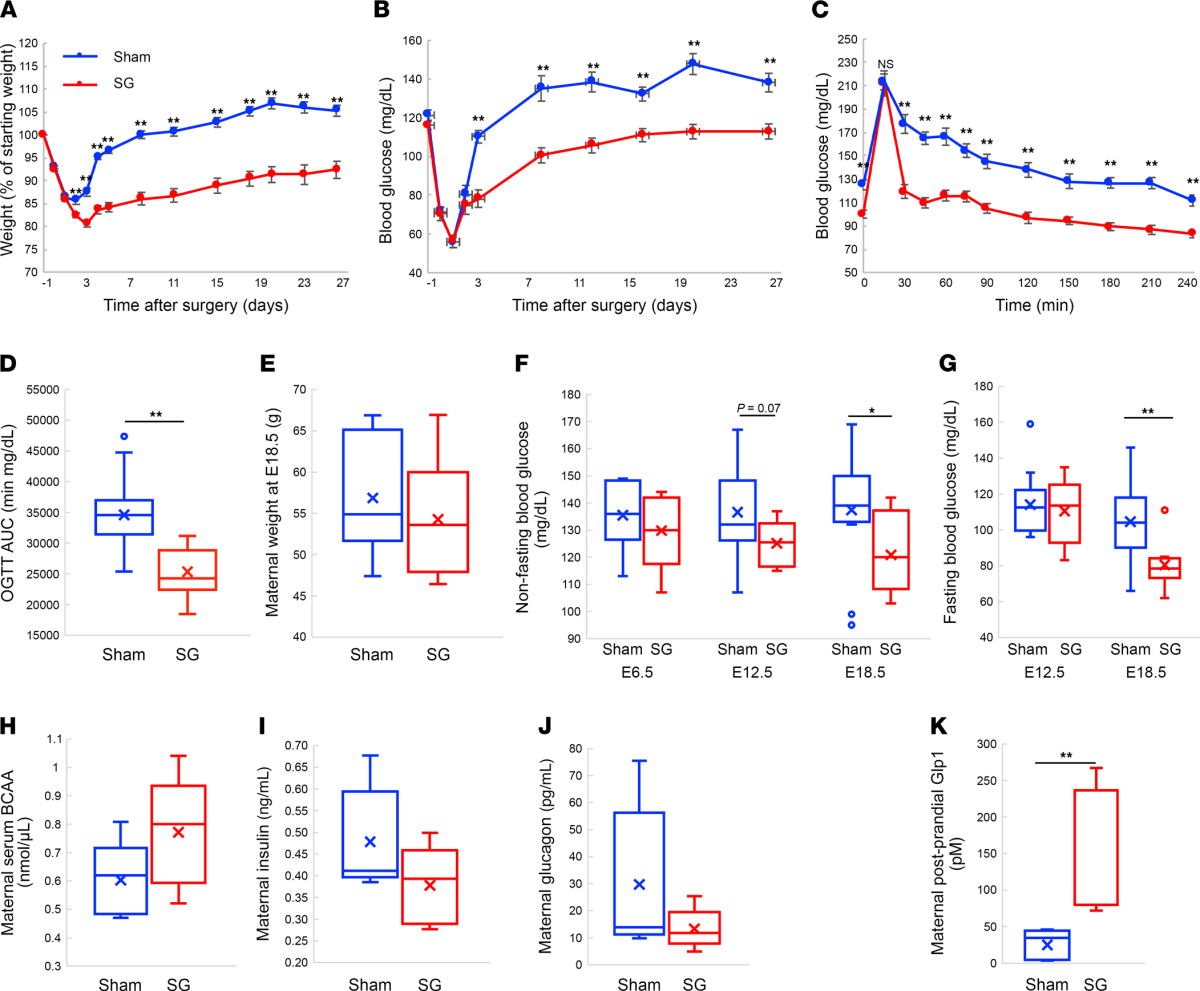
The effects of SG or sham surgery on female mice before and during pregnancy. (**A** and **B**) Mice weight and blood glucose measured at 7 am in the month after SG. (**C** and **D**) Glucose levels and AUC following an oral glucose tolerance test. (**E**) Mice weight at E18.5. (**F** and **G**) Nonfasting and fasting blood glucose during pregnancy. (**H**–**J**) Fasting levels of BCAA, insulin, and glucagon at E18.5. (**K**) Glp1 levels 10 minutes after gavage at E18.5. Blue: sham-operated mice; red: SG-operated mice. In **A**–**D**, sham-operated mice *n* = 28, SG-operated mice *n* = 25; in **E**–**G**, sham-operated mice *n* = 11, SG-operated mice *n* = 10; in **H**–**J**, sham-operated mice *n* = 5, SG-operated mice *n* = 5; in **K**, sham-operated mice *n* = 7, SG-operated mice *n* = 4. *P < 0.05, **P < 0.01 by 2-way continuous measure ANOVA for **A**–**C**, by 2-tailed Student’s *t* test for **D**–**I**; and by Mann-Whitney nonparametric *U* test for **J** and **K**.

**Figure 2:**
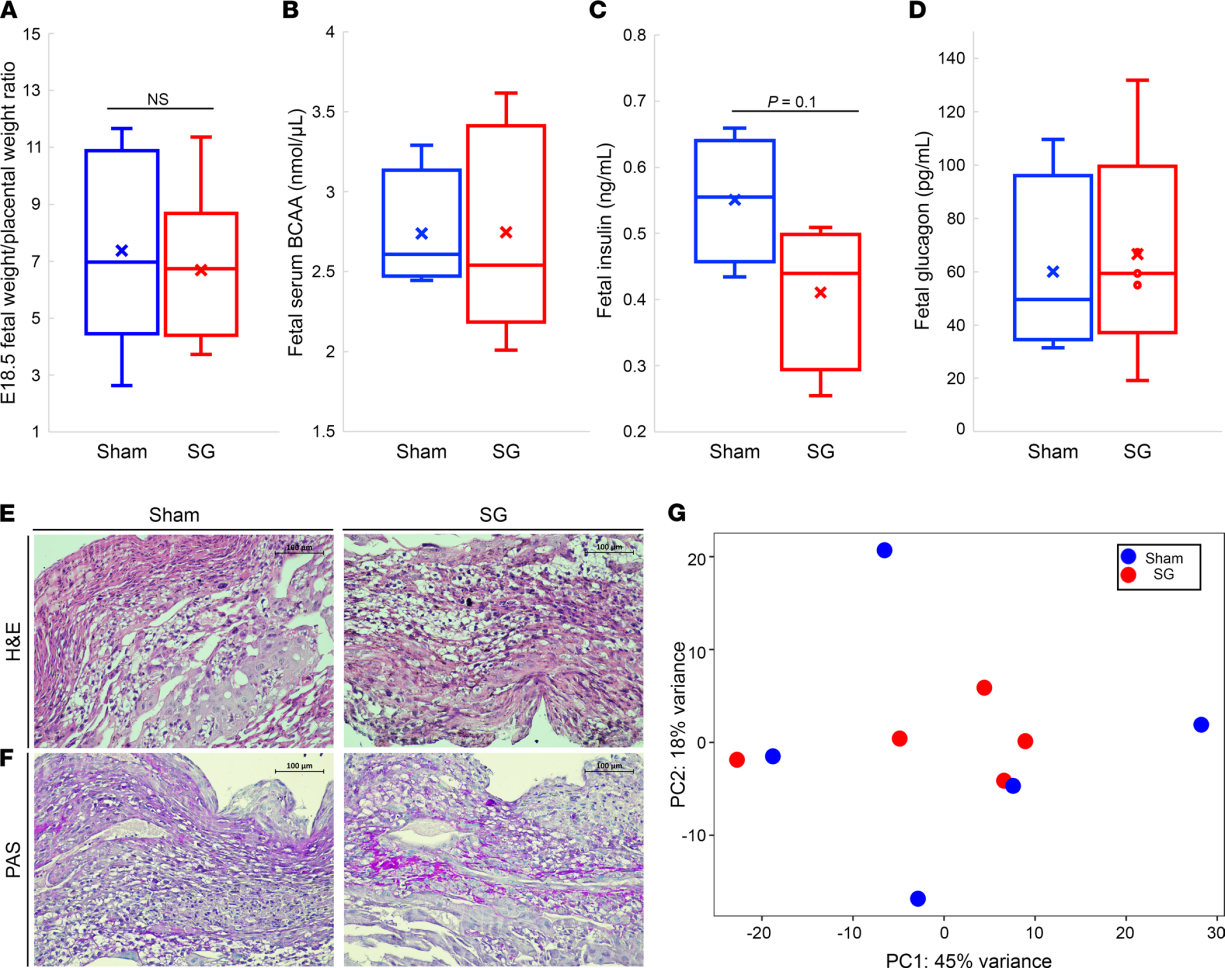
The effects of SG and sham surgery on the placenta. (**A**) Fetal weight to placental weight ratio in SG- and sham-operated mice. (**B**–**D**) Fetal plasma levels of BCAA, insulin, and glucagon. (**E** and **F**) Representative H&E and PAS staining of a placenta from a sham pup (left) or SG pup (right). (**G**) PCA analysis of RNA-Seq of placentas from a pup from each litter. Blue: sham pups and placentas, red: SG pups and placentas. *P* value determined by 2-tailed Student’s *t* test for **A**–**D**. In **A**, sham-operated mice *n* = 13, SG-operated mice *n* = 9; **B**–**D**, sham-operated mice *n* = 4, SG-operated mice *n* = 5. Scale bar: 100 µm.

**Figure 3:**
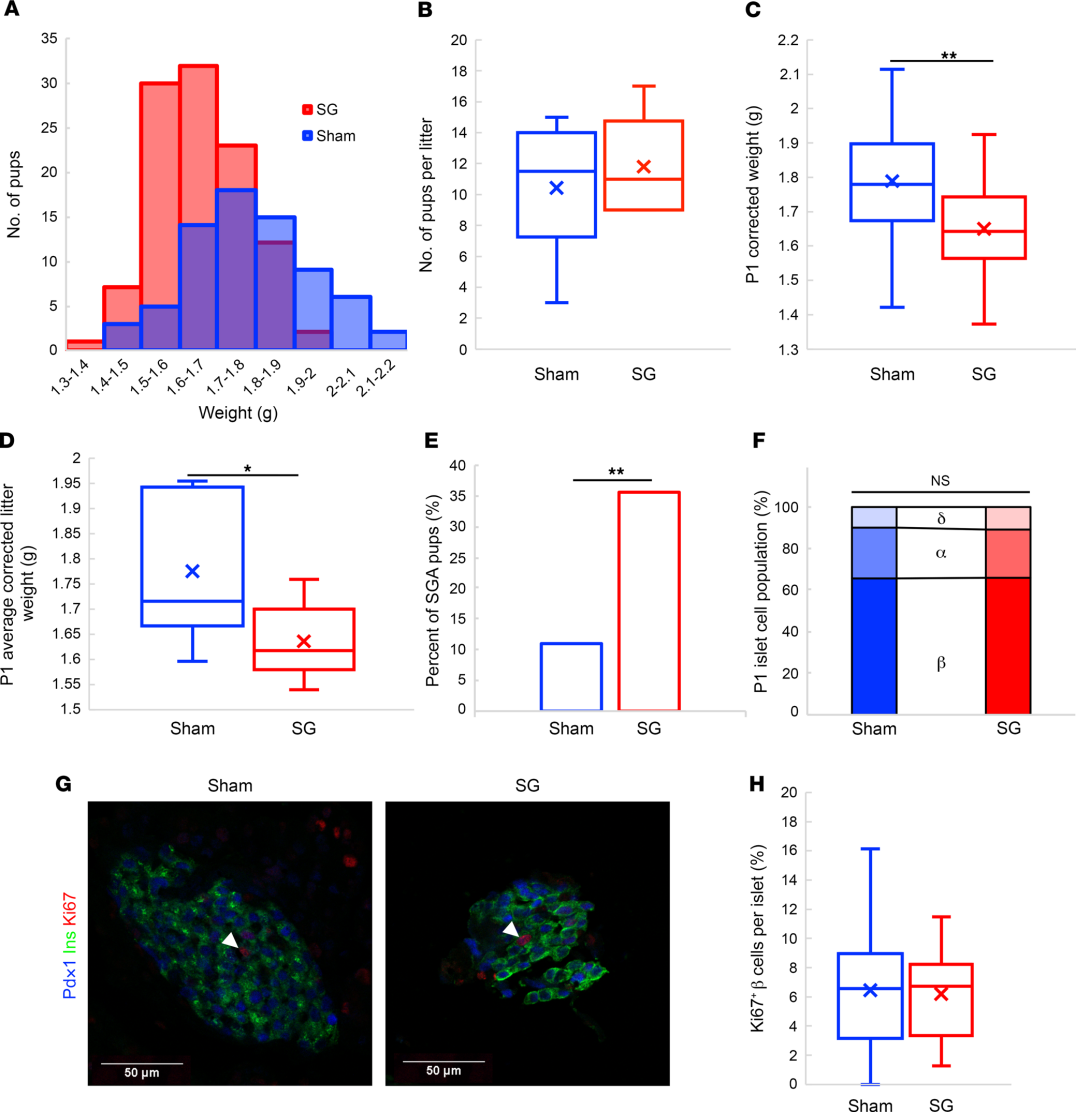
Offspring of SG-operated mice are born SGA. (**A**) Distribution of the weights of P1 pups of mice that underwent sham or SG surgery. (**B**) Litter size of mice that underwent sham or SG surgery. (**C**) P1 weight corrected for litter size in offspring of sham- or SG-operated mice. (**D**) Average corrected weight per litter in mice that underwent sham or SG surgery. (**E**) Fraction of SGA pups (white) in offspring of sham or SG-operated mice. (**F**) Fractions of α, β, and δ cells in the pancreata of P1 mice. (**G** and **H**) Representative image and quantification of Ki67 positive cells in pancreata of P1 mice. Blue: sham pups; red: SG pups. *P < 0.05, **P < 0.01 by 2-tailed Student’s *t* test for **B**–**D** and **H**; and by χ^2^ test for **E** and **F**. In **B**, sham pups *n* = 16, SG pups *n* = 10; in **A** and **C**, sham pups *n* = 72, SG pups *n* = 107; in **D**, sham pups *n* = 7, SG pups *n* = 10; in **E**, sham pups *n* = 26, SG pups *n* = 19. At least 8 islets/P1 pancreas were analyzed, and at least 1 pup per litter was analyzed in **F** and **H**.

**Figure 4:**
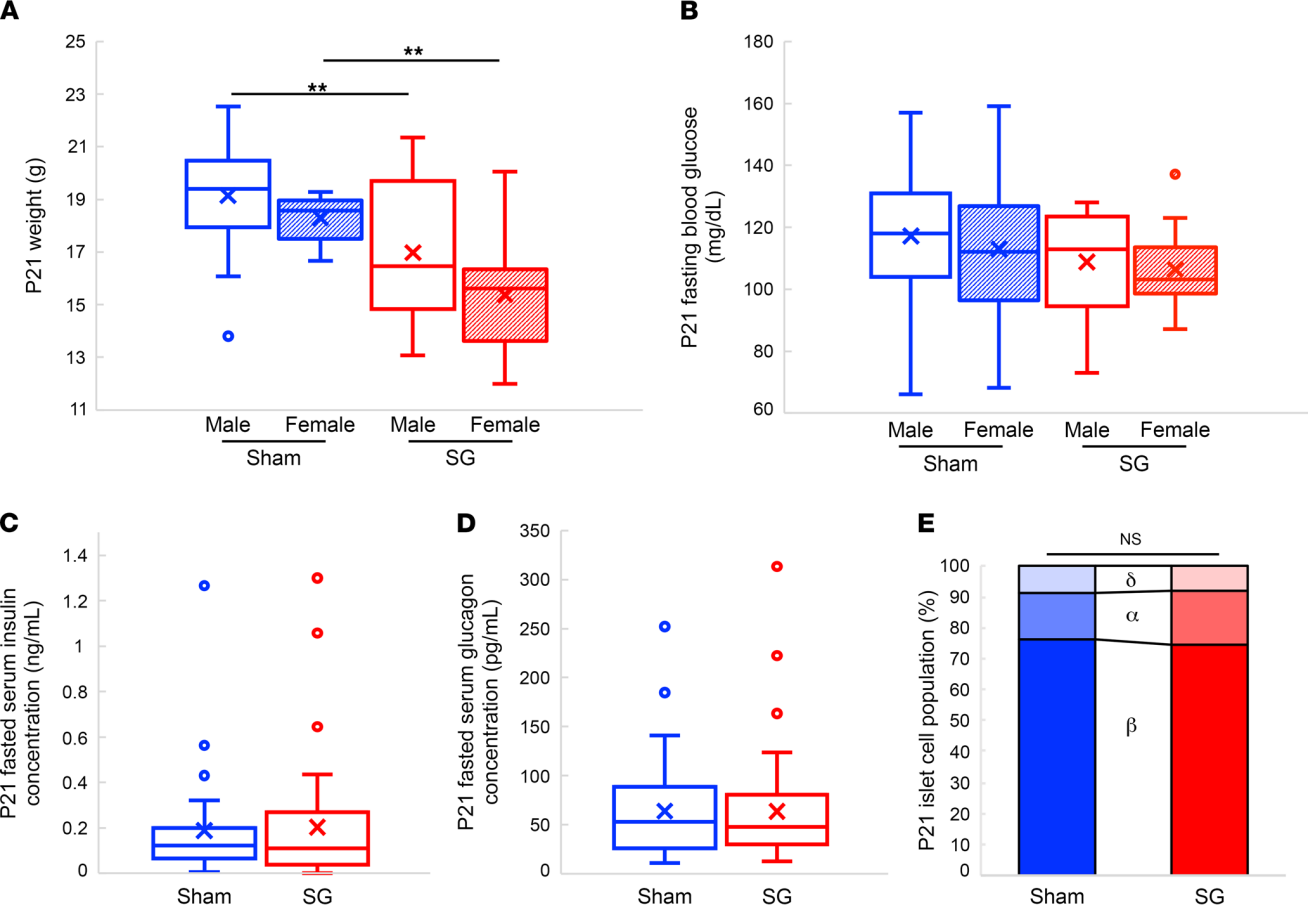
Offspring of SG-operated mice remain smaller than offspring of sham-operated mice until weaning. (**A** and **B**) Weight and fasting blood glucose at P21 of male and female offspring of sham- and SG-operated mice. (**C** and **D**) Fasting level of insulin and glucagonat P21 in offspring of sham- and SG-operated mice. (**E**) Fractions of α, β, and δ cells in the pancreata of P21 mice. Blue: offspring of sham-operated mice, red: offspring of SG-operated mice. **P < 0.01 by 2-way ANOVA with Tukey HSD post hoc test in **A** and **B**; by 2-tailed Student’s *t* test in **C** and **D**; and by χ^2^ test in **E**. In **A** and **B**, sham-operated male mice *n* = 23, sham-operated female mice *n* = 16, SG-operated male mice *n* = 26, SG-operated female mice *n* = 25; in **C**, sham-operated mice *n* = 38, SG-operated mice *n* = 38; in **D**, sham-operated mice *n* = 40, SG-operated mice *n* = 46; and in **E**, cumulative of pancreata of 10 mice each from sham- and SG-operated mice.

**Figure 5:**
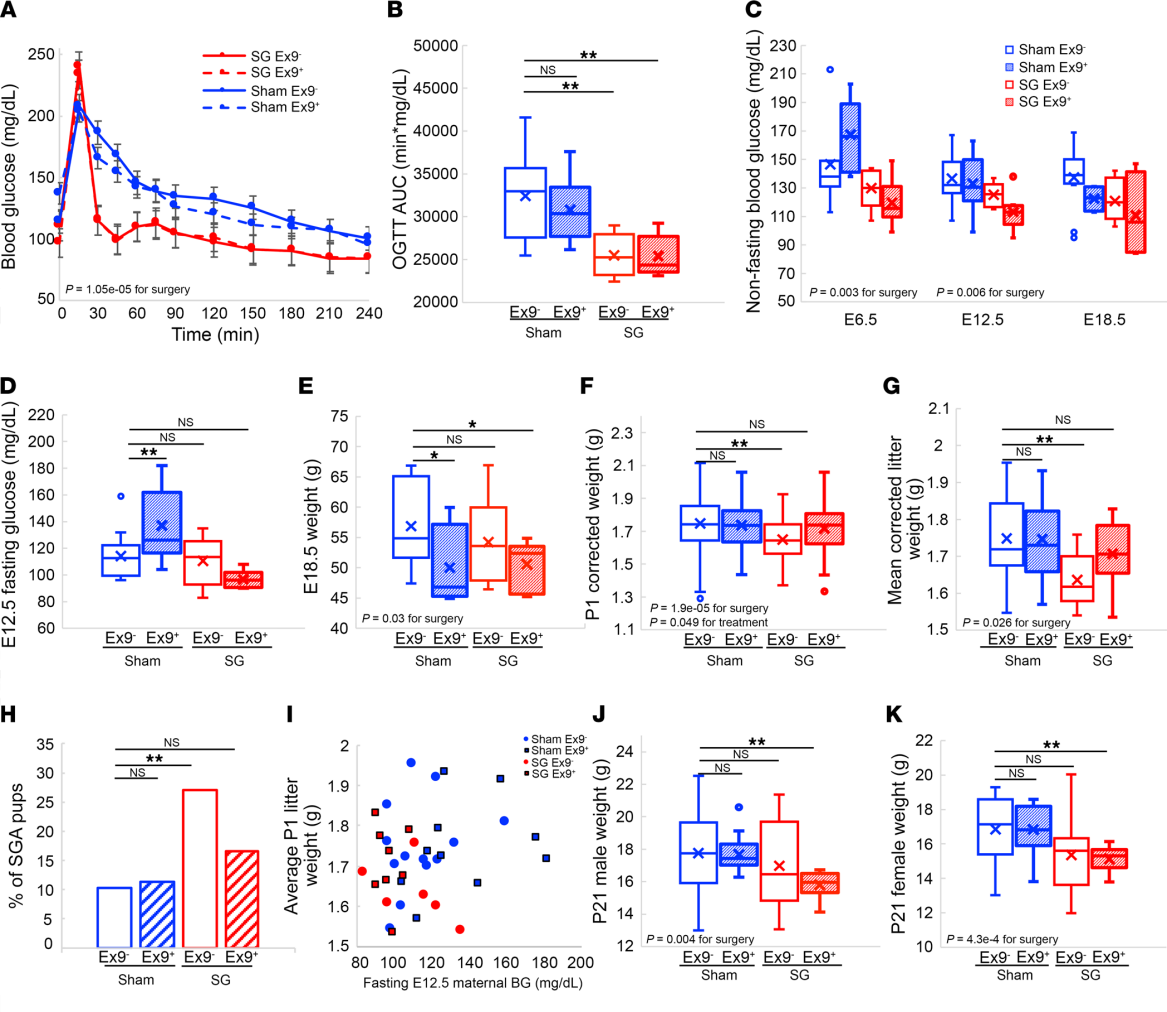
Treatment with Exendin 9-39 normalizes the effects of SG on embryo size without affecting maternal glycemia. (**A** and **B**) Oral glucose tolerance test and AUC in pregnant mice (E12.5) that had sham or SG surgery and were treated or not treated with Exendin 9-39 during pregnancy. (**C** and **D**) Nonfasting and fasting glucose levels of the 4 groups of mice. (**E**) Weight at E18.5 of the 4 experimental groups. (**F** and **G**) Corrected weight of P1 pups and the average weight of litters in the 4 experimental groups. (**H**) Fraction of SGA pups in the 4 experimental groups. (**I**) Scatter plot of birth weight as a function of fasting glycemia in E12.5. (**J** and **K**) Weight of male and female offspring of the 4 experimental groups. Blue: sham-operated mice or offspring of sham-operated mice untreated with Exendin 9-39 during pregnancy (full) or treated with Exendin 9-39 (dashed); Red: SG-operated mice or offspring of SG-operated mice untreated with Exendin 9-39 during pregnancy (full) or treated with Exendin 9-39 (dashed). *P < 0.05, **P < 0.01 by 2-way ANOVA with Tukey HSD post hoc test in **B**–**J** or by 3-way continuous measures ANOVA in **A**. In **A**–**D**, sham Ex9^–^ *n* = 14, sham Ex9^+^ *n* = 10, SG Ex9^–^ *n* = 6, SG Ex9^+^ *n* = 9; in **E**, sham Ex9^–^ *n* = 14, sham Ex9^+^ *n* = 10, SG Ex9^–^ *n* = 6, SG Ex9^+^ *n* = 9; in **F**, sham Ex9^–^ *n* = 155, sham Ex9^+^ *n* = 98, SG Ex9^–^ *n* =107, SG Ex9^+^ *n* = 85; in **G**, sham Ex9^–^ *n* = 16, sham Ex9^+^ *n* = 10, SG Ex9^–^ *n* =10, SG Ex9^+^ *n* = 8; in **I**, sham Ex9^–^ *n* = 13, sham Ex9^+^ *n* = 10, SG Ex9^–^ *n* = 6, SG Ex9^+^ *n* = 9; in **J**, sham Ex9^–^ *n* = 16, sham Ex9^+^ *n* = 16, SG Ex9^–^ *n* = 25, SG Ex9^+^ *n* = 11.

**Figure 6:**
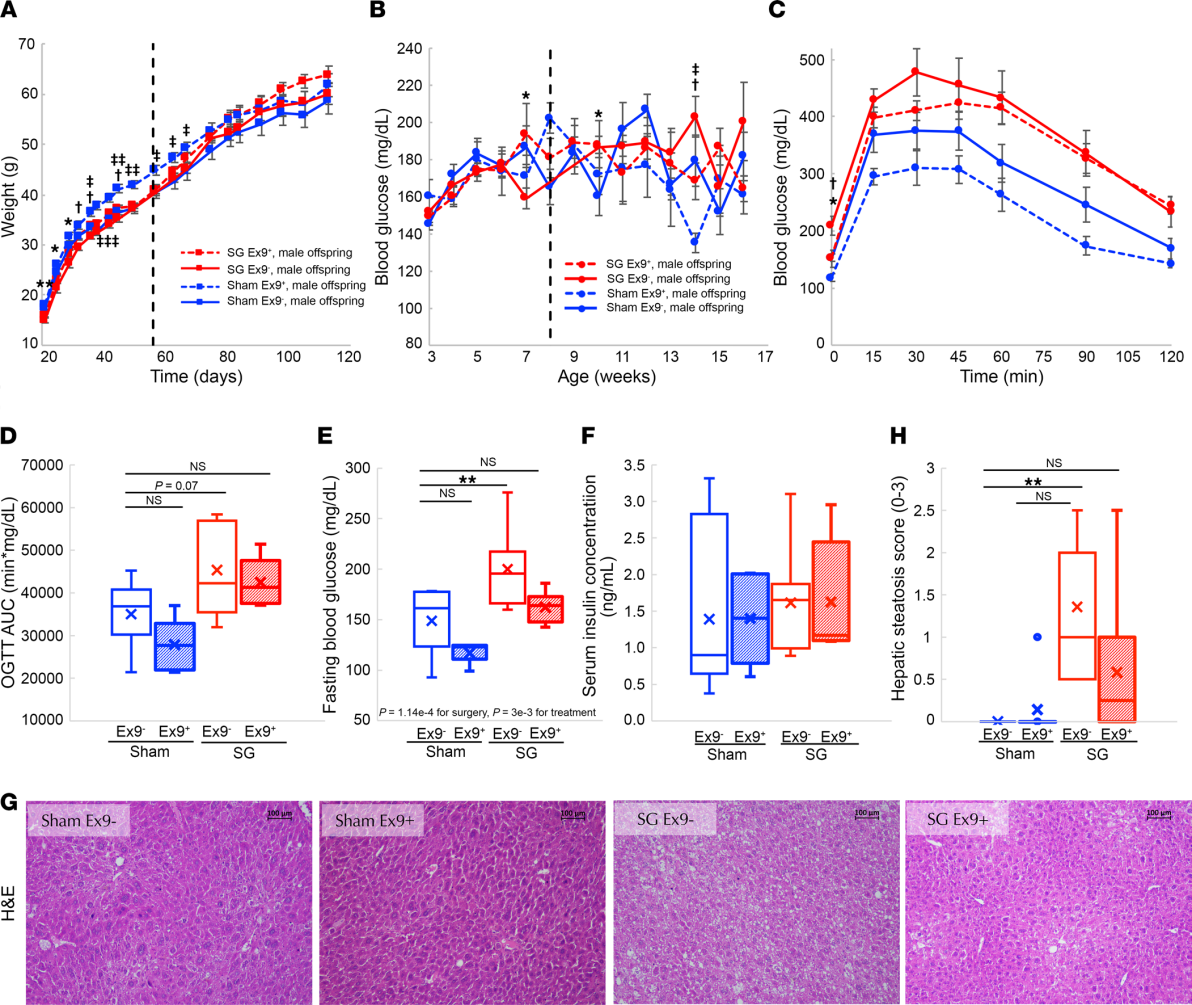
The long-term effects of SG on male offspring are reversed by maternal treatment with Exendin 9-39. (**A** and **B**) Weight and nonfasting glucose levels of male offspring of sham- or SG-operated mice treated or untreated with Exendin 9-39 during pregnancy. The dashed black line denotes a switch from normal chow to a high-fat high-sucrose diet. (**C**–**F**) Oral glucose tolerance test, AUC, fasting glucose, and insulin levels at week 15 of the 4 experimental groups. (**G**) Representative H&E staining of the liver of the 4 experimental groups. (**H**) Histological grade of hepatic steatosis in the 4 experimental groups. Blue: male offspring of sham-operated mice untreated with Exendin 9-39 during pregnancy (full) or treated with Exendin 9-39 (dashed); Red: male offspring of sham-operated mice untreated with Exendin 9-39 during pregnancy (full) or treated with Exendin 9-39 (dashed). *P < 0.05, **P < 0.01 by 2-way ANOVA with Tukey HSD post hoc test in D, F, H, and I or by 3-way continuous measures ANOVA in **A**–**C** and **E**. All panels sham Ex9^–^ *n* = 7, sham Ex9^+^ *n* = 7, SG Ex9^–^ *n* = 7, SG Ex9^+^ *n* = 6. *P < 0.05, **P < 0.01 for the comparison between sham-Ex9^–^ and SG-Ex9-. ^†^*P* < 0.05, ^††^*P* < 0.01 for the comparison between SG-Ex9^–^ and SG-Ex9+. ^‡^*P* < 0.05, ^‡‡^*P* < 0.01 for the comparison between sham-Ex9^–^ and sham-Ex9+.

**Table 2:**
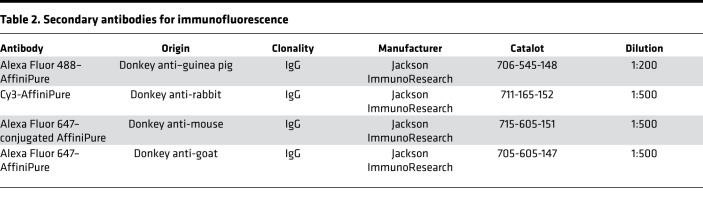
Secondary antibodies for immunofluorescence

**Table 1:**
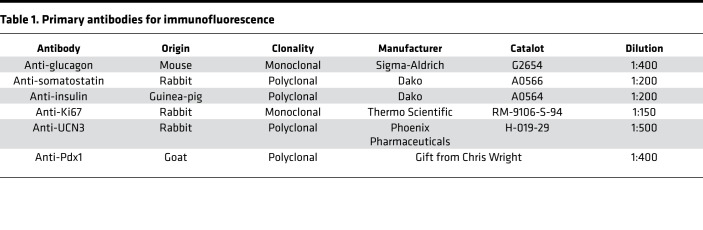
Primary antibodies for immunofluorescence

## Version 1 04/08/2022

Electronic publication

# Supplementary material for: Maternal antagonism of Glp1 reverses the adverse outcomes of sleeve gastrectomy on mouse offspring
**Source:** JCI Insight. 2022 Apr 8;7(7):e156424. doi: 10.1172/jci.insight.156424
**Supplement:** Supplemental data

**Maternal antagonism of Glp1 reverses the adverse outcomes of sleeve gastrectomy on
mouse offspring**

Supplementary information

Liron Hefetz^{1,2}, Rachel Ben-Haroush Schyr¹, Michael Bergel¹, Yhara Arad^{1,2}, Doron Kleiman¹,
Hadar Israeli¹, Itia Samuel, Shira Azulai¹, Arnon Haran¹, Yovel Levy¹, Dana Sender¹, Amihai
Rottenstreich^{3,4,*}, Danny Ben-Zvi^{1*,#}

*These authors are the senior authors of this paper

Changes marked in yellow

Supplementary Figures

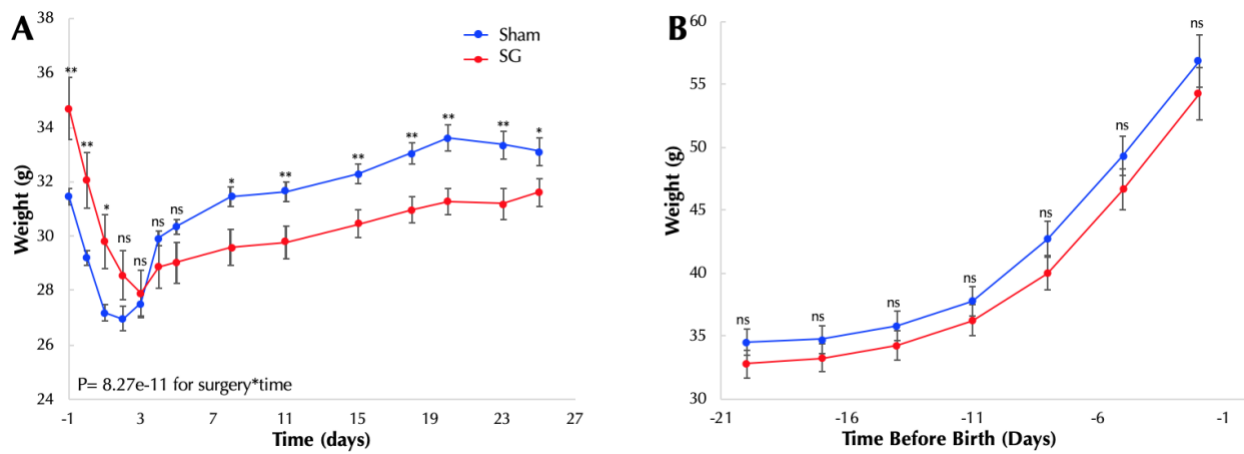

Figure S1: The effects of sleeve gastrectomy or sham surgery on female mice before and during pregnancy - related to Figure 1.

A-B. mice weight before pregnancy (A) and during pregnancy (B).

Blue: sham-operated mice, red: SG-operated mice. *,** $p < 0.05$. 0.01 by 2-way continuous measure ANOVA. $n = 28, 25$ (Sham, SG accordingly) (A), 11, 10 (B).

Figure S2. The effects of sleeve gastrectomy and sham surgery on the placenta and fetus. Related to Figure 2.

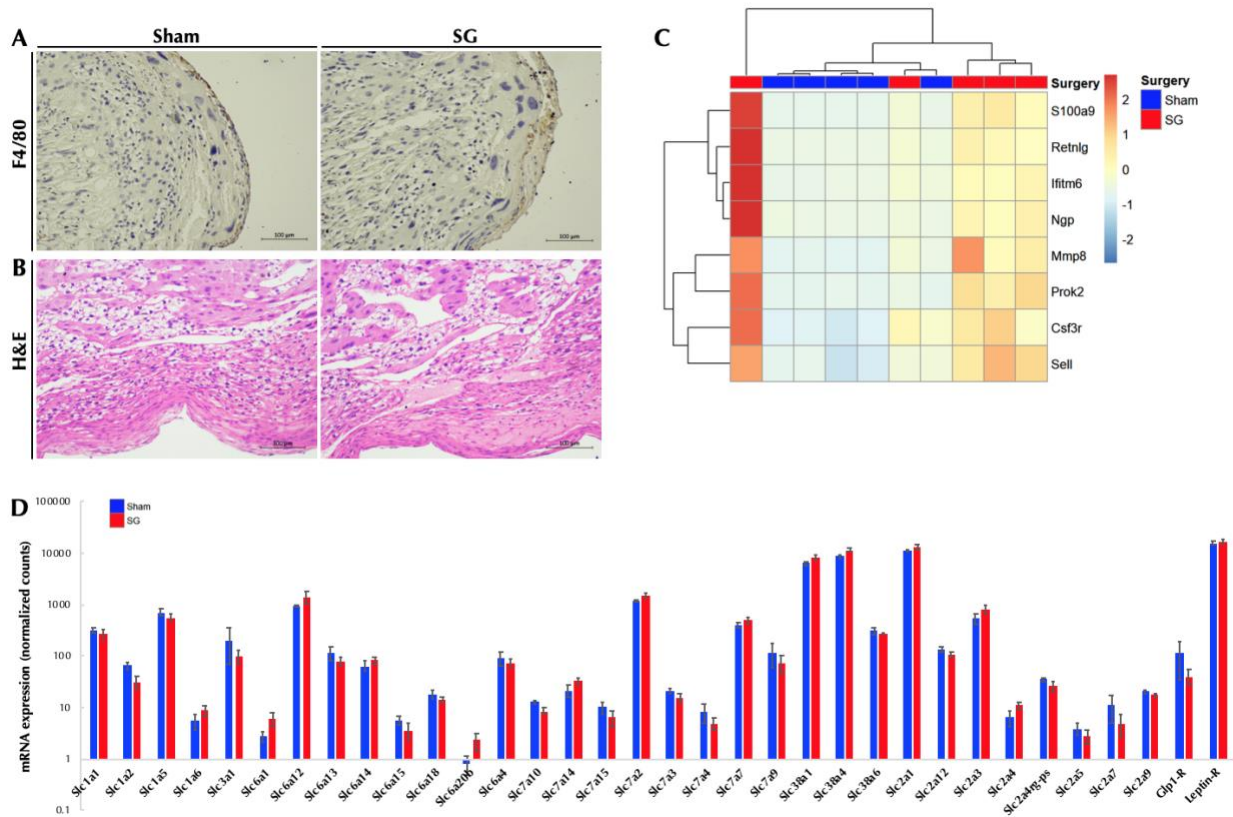

A. Representative immunostaining for F4/80, a marker for macrophages.

B. H&E staining of placentas

C. Differentially expressed genes in placentas from mice that underwent SG or Sham surgery.

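The authors' deposited table lists 15 genes with an adjusted p under 0.05 by DESeq2, 14 higher and 1 lower in SG placentas, and DESeq2 run again on the deposited counts called the same 15. S100a9, Mmp8, Ngp, Retnlg, Ifitm6, Prok2, Csf3r and Sell, all higher in SG placentas, are expressed in neutrophils or other myeloid cells. In the authors' deposited table Ifitm6, an interferon-induced membrane protein, had a log2 fold change of 5.00 (standard error 0.97, adjusted p = 0.000801 from DESeq2). Prok2, a chemokine-like peptide, had 5.66 (standard error 1.14, adjusted p = 0.00151 from DESeq2) in the authors' deposited table, but it had at most 1 count in any sham library and 2 to 24 counts in SG libraries. The genes Ddx3y, Uty, Eif2s3y, Kdm5d and Gm29650, lie on the Y chromosome and were higher in SG placentas, and Xist, the RNA of the inactive X chromosome, was lower. Ddx3y was at 82.7 to 183 CPM in SG 3, 7, 8 and 10 and at no more than 0.615 CPM in SG 9 and the 5 sham placentas. Xist was at 79.4 to 281 CPM in the first 4 and at 994 to 2546 CPM in the other 6. The remaining gene, Mapk4, an atypical MAP kinase, was at 1.37 ± 0.366 CPM (SD, n = 5) in sham and 4.63 ± 2.32 CPM (SD, n = 5) in SG placentas.
Leaving out each library in turn, DESeq2 called between 11 and 17 genes, and S100a9, Mmp8, Ngp, Retnlg, Ifitm6, Prok2, Csf3r, Uty and Ddx3y were called in all 10 fits. Eif2s3y was called in 9 of them, Gm29650 in 6, Sell and Kdm5d in 4, Xist in 2 (without SG 9 or SG 10) and Mapk4 in 1 (without SG 9). With edgeR, Eif2s3y, Kdm5d and Xist did not pass over all genes (adjusted p = 0.162 for Eif2s3y, 0.565 for Kdm5d and 1.00 for Xist), but all 3 tested genes of the fetal sex list passed when adjusted over the list alone. Counts of this design were also simulated with 200 changed genes. There, 15.6% of the DESeq2 calls and 7.09% of the edgeR calls were of genes that had not been changed. These shares depend on the number of genes changed, so they do not give the share of false calls among the real ones. Over 100 splits of the real placentas into equal groups, 20 gave at least 15 DESeq2 calls, the real split included. The highest other count was 1367. With edgeR, 6 of the 100 splits gave at least 1 call, the real split included.

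**Figure D3:**
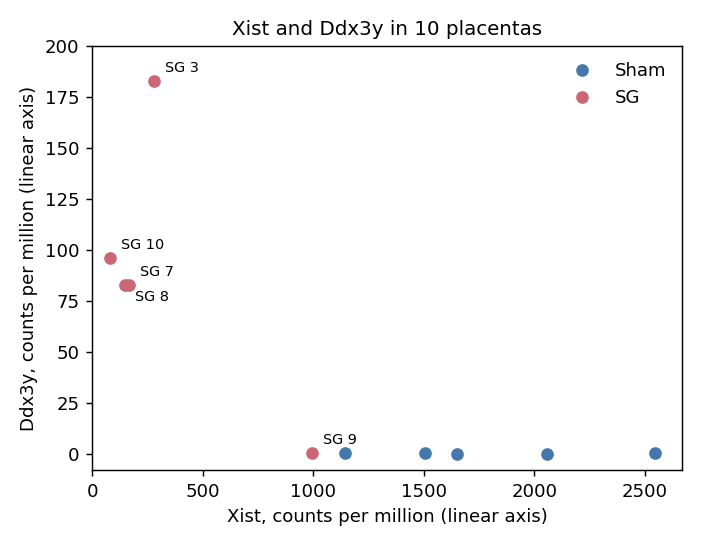
Level of Xist (x axis) and of the Y-linked gene Ddx3y (y axis) in CPM, on linear axes, with a point for each placenta of sham-operated (blue) and SG-operated (red) mice. SG 3, 7, 8 and 10 lie at or above 82.7 CPM of Ddx3y and at or below 281 CPM of Xist, and the other 6 placentas lie at or below 0.615 CPM of Ddx3y.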

Shown are genes with adjusted p-value < 0.05.

D. Mean expression of transporters, the Glp1 receptor and leptin receptor in the placenta. Blue: placentas of sham-operated mice, red: SG-operated mice. All comparisons yielded non-significant difference by Student's t-test with FDR correction. n=5,5 placentas in C,D. a single placenta from each litter.

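Of the 34 genes of this panel, 25 had enough counts to be tested by edgeR, and 0 passed at an adjusted p under 0.05, with 1 (Slc1a2) at an unadjusted p under 0.05. DESeq2 also gave 0 at an adjusted p under 0.05, with 2 (Slc1a2 and Slc38a4) at an unadjusted p under 0.05. Their log2 fold changes ran from -1.54 for Glp1r to 0.63, and 10 of the 25 were above 0. The betaine and GABA transporter Slc6a12 was at 90.6 ± 5.64 CPM (SD, n = 5) in sham and 131 ± 73.4 CPM (SD, n = 5) in SG placentas, the wider spread coming from SG 9. It passed only in DESeq2 with the Y-linked genes in the model, a setting chosen after the data were seen (log2 fold change 1.36, standard error 0.25, adjusted p = 0.000158 from DESeq2, against 0.0783 to 1.00 over the other settings), and its log2 fold change by edgeR was 0.53 with all placentas and 0.11 without SG 9. The genes Slc1a6, Slc6a1, Slc6a15, Slc6a20b, Slc7a4, Slc7a15, Slc2a4, Slc2a5 and Slc2a7 had too few counts for the test. By an exact permutation test of log2 CPM for each of the 34 genes, two-sided, 3 had p under 0.05 and the lowest p was 0.0159, or 0.482 after adjustment over the panel.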

Figure S3: Offspring of sleeve gastrectomy operated mice are born small for gestational age.
Related to Figure 3.

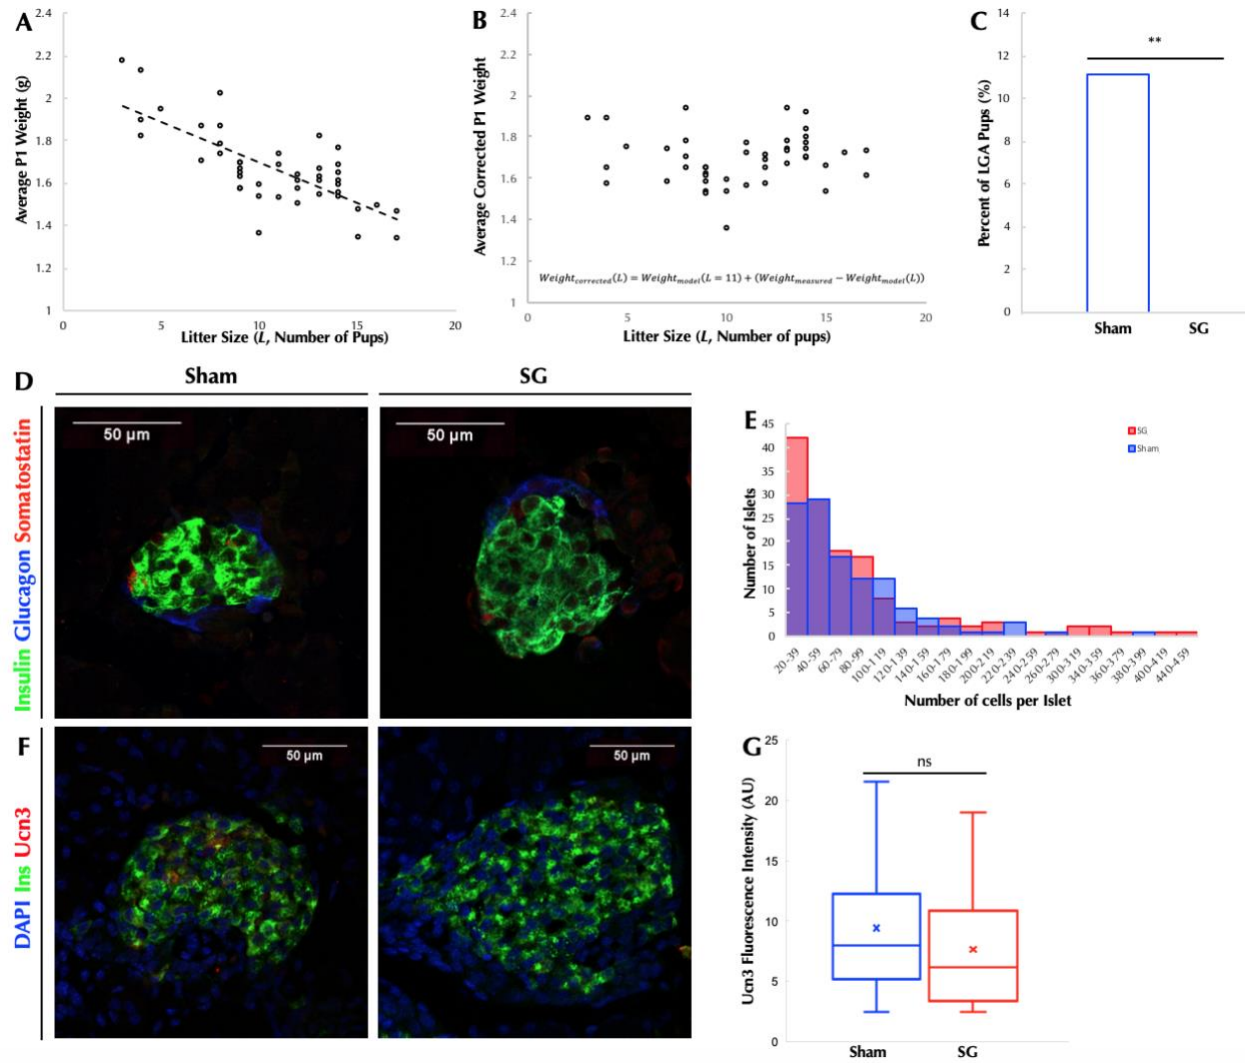

A. Pup weight as a function of litter size in sham operated mice. L stands for the number of pups. Dashed line denotes the linear trendline showing a decrease in average P1 weight as a function of increasing litter size.

B. Average corrected P1 weight as a function of litter size. There is no associated between average corrected weight and litter size. The model used to correct the weight is shown, with L the number of pups in litter of the specific mouse measured.

C. Percentage of LGA mice in sham and SG operated mice.

D. Images of P1 islets from offspring of SG and Sham-operated mice.

E. Distribution of islet size in P1 pups.

F-G. Representative images (F) and quantification (G) of UCN3 florescence in islets of P1 mice born to SG and Sham-operated mice.

Blue: offspring of sham-operated mice, red: SG-operated mice. ** $p < 0.01$ by Chi-squared test (C).

n=137(17),117(14) islets(pups) (Sham, SG accordingly) (E), n=43(10),18(5) islets(pups) (F).

Figure S4. Offspring of sleeve gastrectomy operated mice remain smaller than offspring of sham operated mice until weaning. Related to Figure 4.

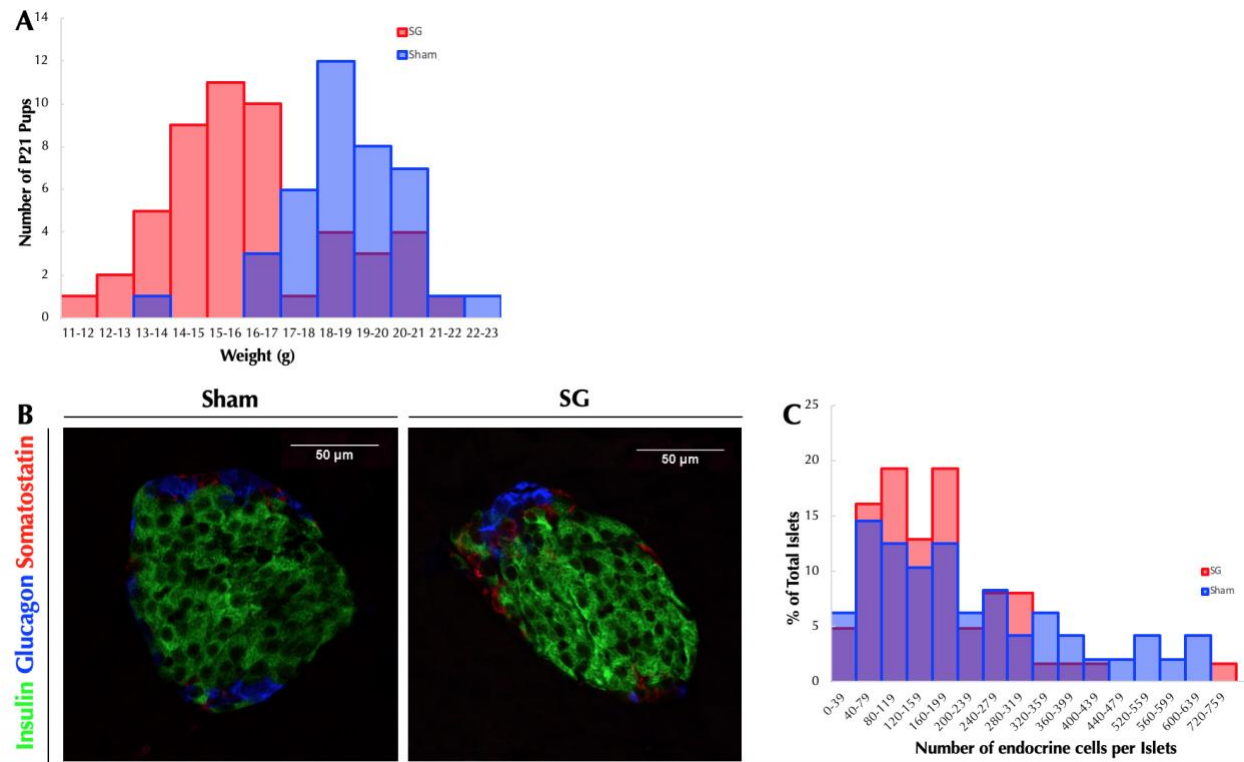

A. Distributions of weights of offspring of SG and sham-operated mice at P21.

B. Representative images of islets of offspring of SG and sham-operated mice at P21.

C. Distribution of islet size in offspring of SG and sham-operated mice at P21.

n=51,39 pups (SG, Sham) (A). n=155(51),141(39) islets(pups) (C).

Figure S5. Treatment with Exendin 9-39 normalizes the effects of SG on embryo size without affecting maternal glycemia. Related to Figure 5.

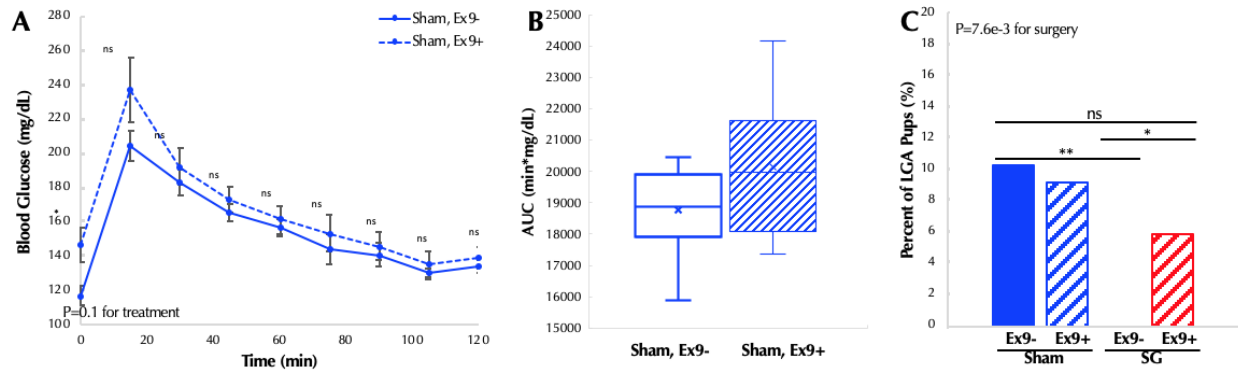

A-B. Oral glucose tolerance test (A) and area under the curve (B) of virgin unoperated mice treated or untreated with Exendin 9-39.

C. Percentage of LGA in pups born to Sham or SG-operated mice, treated or not treated with Exendin 9-39.

*, $p < 0.05$ following 2-way ANOVA. $n = 9, 9$ (A-B).

Figure S6. The long-term effects of SG on female offspring and the effects of maternal treatment with Exendin 9-39.

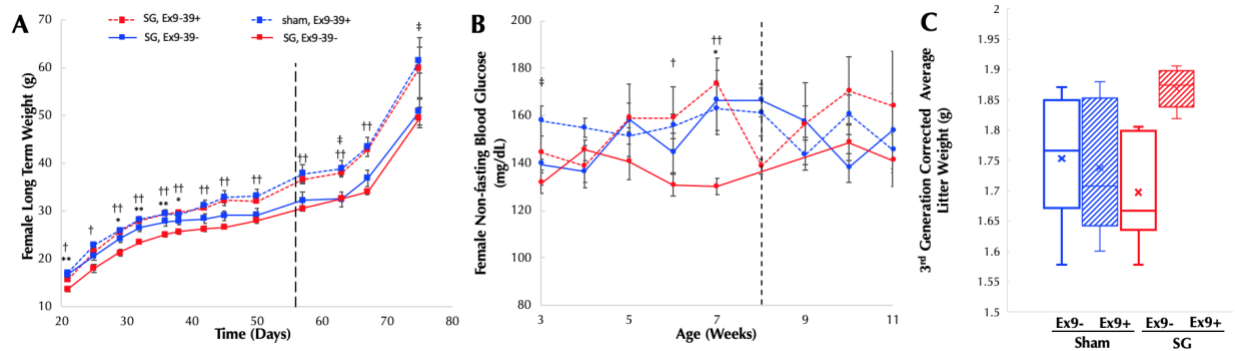

A-B. Weight (A) and non-fasting glucose levels of female offspring of Sham or SG-operated mice treated or untreated with Exendin 9-39 during pregnancy. Dashed black line denotes mating.

C. Adjusted mean weight of pups per litter at P1 in the four groups.

Blue: Female offspring of Sham-operated mice untreated with Exendin 9-39 during pregnancy (full) or treated with Exendin 9-39 (dashed); Red: Female offspring of Sham-operated mice untreated with Exendin 9-39 during pregnancy (full) or treated with Exendin 9-39 (dashed).

*, ** $p < 0.05$, 0.01 by 2-Way ANOVA with Tukey HSD post-hoc test (C-E) or 3-way continuous measures ANOVA (A,B). $n = 4, 9, 7, 3$ (A,B), 8, 8, 7, 6 (C) (Sham Ex9-, Sham Ex9+, SG Ex9-, SG Ex9+ accordingly).

*, ** for the comparison between Sham-Ex9- and SG-Ex9-.

†, †† for the comparison between SG-Ex9- and SG-Ex9+.

‡, ‡‡ for the comparison between Sham-Ex9- and Sham-Ex9+.

Figure S7. The long-term effects of SG on male offspring are reversed by maternal treatment with Exendin 9-39. Related to Figure 6.

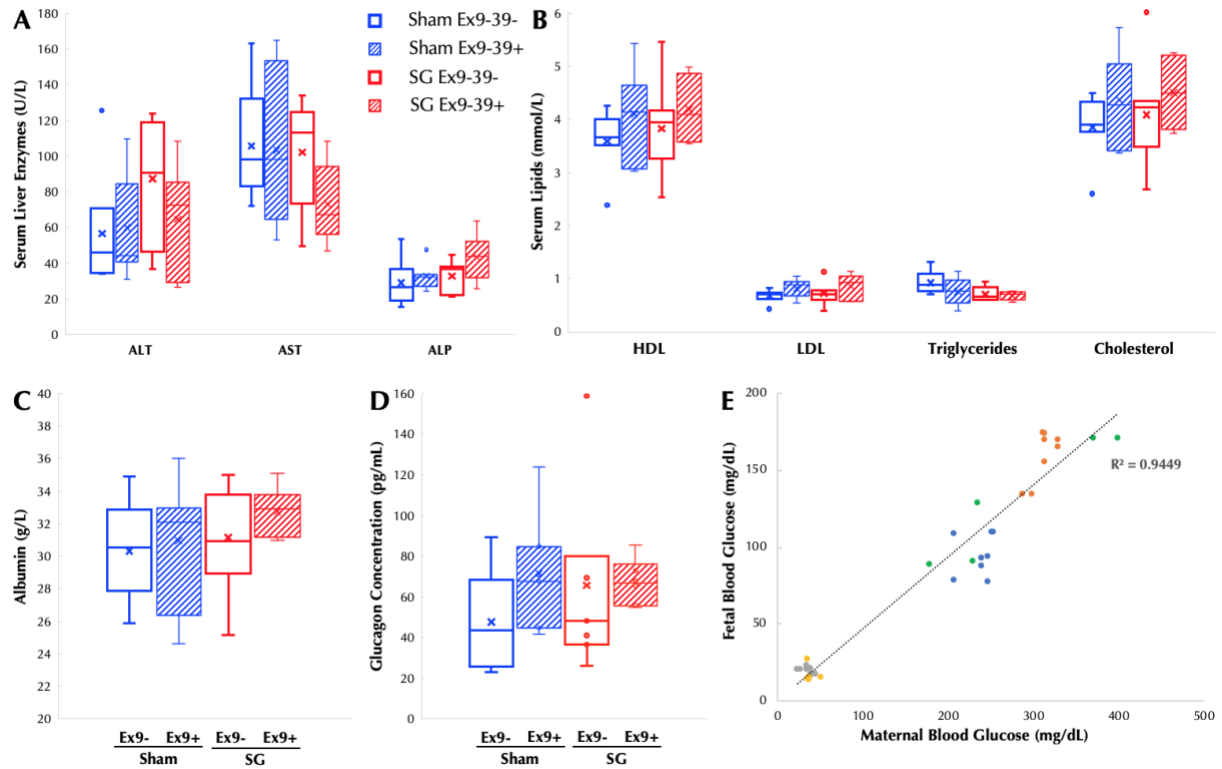

A-D. Plasma levels of hepatic enzymes (A), lipids (B), albumin (C) and glucagon (D) in the four experimental groups. n=7,7,7,6 in all panels Sham Ex9-, Sham Ex9+, SG Ex9-, SG Ex9+ accordingly.

E. Fetal blood glucose as a function of maternal blood glucose in sham operated mice. Each color represents a single offspring of the same dam.

How the deposited data were processed for this re-analysis (not part of the article)

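Messenger RNA of whole E18.5 placentas from 5 SG-operated and 5 sham-operated mice was measured by sequencing, with a single placenta per litter. The paper states that reads were aligned to GRCm38 with Ensembl release 99 annotation on BaseSpace, while the submitters' processing notes name cutadapt, TopHat2, HTSeq and DESeq2 and no versions, so the aligner behind the values is not settled by the sources used here. The authors deposited raw counts per gene for each library. They also deposited a normalized signal, the same counts divided by 1 size factor per library, which was used here only for comparison with Figure S2D. The authors' comparison of SG with sham placentas by DESeq2 gives log2 fold changes with their standard errors, a Wald statistic (a score), p-values and adjusted p-values. The deposited log2 fold changes and those of DESeq2 run here differed by at most 4.85e-05. The table holds 22073 genes, none with fewer than 10 counts over the 10 libraries, and 24 gene names that read as dates, as spreadsheets write some gene symbols.

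From the raw counts, edgeR 4.0.16 in R 4.3.3 estimated dispersions and fitted the quasi-likelihood model with robust settings after TMM scaling, on the 14728 genes kept by filterByExpr. Adjusted p-values are those of Benjamini and Hochberg, with 0.05 as the threshold of Figure S2C, and a log2 fold change over 1 as the second threshold of the paper's methods. Only 1 gene passed, so both thresholds gave the same count. Log2 CPM used a prior count of 2. Gene lists, 33 in all, were fixed before the data were examined but after Figures S2C and S2D had been seen. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01 where at least 5 members were tested, which left 28 lists. They were tested again with an estimated correlation and with fry. Principal components used the 500 most variable genes after the variance-stabilizing transformation of DESeq2 1.42.0. Distances were partitioned as in vegan 2.7-1, over all 252 assignments of the labels. Exact permutation tests are two-sided, with 0.00794 as the smallest p. Correlations over 10 placentas used 100000 permutations. Gene Ontology terms of 5 to 500 genes were tested with the genes of the DESeq2 call as query, a test added after the data were examined.

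The genes named are those drawn in Figures S2C and S2D, all genes past the threshold, and of each list the 2 tested members with the lowest p and the most abundant member. This rule was fixed before the data were examined, although Figures S2C and S2D had been seen. Mapk4, Gm29650, the X-linked genes and the genes with the highest weights in a component fall outside it and were chosen after their values were seen.

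No library pair had identical counts. At total counts of 8126444 to 16839597 per library, the precision of most genes was set by the spread between 5 placentas per group. On simulated data with 200 changed genes, edgeR called 8% of 50 genes changed 1.5-fold, 44% of 50 changed 2-fold, 86% of 50 changed 4-fold and 98% of 50 changed 8-fold. These shares may be too high for the real counts, where fewer genes passed and the adjustment was stricter. The labels and the paper give no batch, so none could be tested. The alternatives were other size factors, the library total alone, no filter, at least 10 counts in every library, DESeq2, limma-voom with quality weights, 1 surrogate variable from sva 3.50.0, the mean of the Y-linked genes as a covariate, hemoglobin genes left out, and each library left out in turn. Histology, hormone and weight measurements of the paper were not analysed here.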

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

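The tests of Y-linked genes and Xist by library, of blood genes, of neutrophil genes, of the yolk sac, of library depth and of chance for edgeR were chosen after the result was seen, and the thinning of the libraries was added because the first test of library depth had come out positive.

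The genes past the threshold in the deposited comparison include 7 that Figure S2C does not draw, of which 6 lie on the X or Y chromosome. Ddx3y was above 10 CPM in 4 of 5 SG placentas and in 0 of 5 sham placentas (Fisher's exact test, two-sided, p = 0.0476). Xist was at 281 CPM or less in these 4 and at 994 CPM or more in the other 6. This is the pattern of 4 male and 6 female fetuses, though the paper does not report the sex of the sampled fetuses. In SG 9, the SG placenta without the Y signal, log2 CPM was -1.06 for Ddx3y, -1.06 for Uty, -1.83 for Eif2s3y and -1.83 for Kdm5d, each far below the other SG placentas. Surgery acting on these genes in placentas of either sex, as the whole cause, is argued against by the libraries: each of the 4 Y-linked genes was at least 9.27 times higher in the lowest of 4 libraries than in the highest of the other 6, SG 9 among them, and Xist divided all 10 libraries the same way in the other direction. The X-linked genes that escape X inactivation did not decide by themselves (median log2 fold change -0.00 (-0.00461) over 5 genes, median standard error 0.19, 3 below 0; rank correlation with the Y-linked genes -0.103, permutation p = 0.783; Pearson r = -0.190, permutation p = 0.589, and -0.399 without SG 3 and SG 8), and why more SG placentas carry a Y signal, or whether surgery changes these genes within a sex, stays open as no sham placenta has that signal.

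The 8 genes drawn in Figure S2C, which were picked because they had been called, had a median log2 fold change of 4.82 without the filter. The list of other neutrophil genes, which the paper does not analyse, had 1.14 over 32 genes without the filter and 0.60 (0.603) over the 16 kept by it. With surgery alone in the model, 0 of them passed edgeR or DESeq2. The list had adjusted p = 0.183 by camera with an estimated correlation (0.486 by fry). S100a8, Mmp9, Lcn2 and Wfdc21 passed in DESeq2 with the Y-linked genes in the model, a setting chosen after the data were seen, which rests on SG 9. Fetal sex stays open as a cause. The median of the 8 genes was 5.98 with the Y-linked genes in the model. With Y signal in 4 of 5 SG and 0 of 5 sham placentas, that value rests on SG 9. SG 9 lacks the Y signal, as the sham placentas do. Its S100a9 was nevertheless the highest, at 96.2 CPM against at most 2.49 CPM in sham placentas. As 1 placenta, SG 9 cannot tell sex and surgery apart here. Erythroid and platelet genes had a median log2 fold change of 0.21 (0.209, upper quartile 0.31, 19 genes). They argue against a rise of all blood cells as large as the fold of the 8 drawn genes, which were picked because they had been called. A smaller rise stays open, as 8 of 12 erythroid and all 7 platelet genes tested were above 0. A larger number of neutrophils in SG placentas stays open, as the score of the list without the drawn genes was higher at an exact permutation p of 0.0556, and 27 of its 32 genes with counts were above 0 without the filter (median 1.14, 17 at an unadjusted p under 0.05 and 0 called). S100a8 and S100a9 correlated over the 10 placentas of both groups (Pearson r = 0.765, permutation p = 0.0058, and Spearman rho = 0.624, permutation p = 0.0602). Without SG 9 and SG 3, r was 0.604 and rho was 0.333. Both genes had a higher mean in SG placentas, so this correlation may only restate the group difference. It cannot tell whether the 2 genes vary together among placentas of the same group. Whether neutrophils in these placentas are maternal or fetal, and whether surgery acts on them, was not tested.

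Glp1r and component 1 were high in single placentas, above all in Sham 6. The share of yolk sac in the dissected tissue may account for this, since the rank correlation of Glp1r with the yolk sac list was 0.879 (permutation p = 0.00174, adjusted p = 0.0261 over 15 cell type lists; Pearson r = 0.897, permutation p = 0.00055, adjusted p = 0.00825; r = 0.741 without SG 3 and Sham 6), above that of the next list, syncytiotrophoblast (0.697). Library depth also went with component 1, with a rank correlation of 0.794 (permutation p = 0.00883; r = 0.697 without Sham 6 and SG 7), so depth, or a property of the placentas that goes with it, stays open. Counting noise in the shallower libraries is argued against by thinning all libraries to 8126444 counts, after which the scores correlated at r = 1.00 (0.9998) with those before, but that test reaches only counting noise and leaves the relation with depth as it was. No effect of surgery on component 1 was seen (exact permutation p = 0.730).

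Of 166 outlier tests, each of 1 measure within the sham or the SG placentas, 18 found a placenta far from the other 4. By chance 8.3 would be expected for separate, normally distributed measures. The measures here overlap and some hold tied counts, so the number found cannot be judged against it. Among neutrophil and Y-linked genes, Sham 4 was highest of the sham placentas for Mmp8 (log2 CPM 0.12) and Sham 5 for Prok2 and Gm29650 (log2 CPM -1.99 for Prok2 and -1.99 for Gm29650, each from 1 count). SG 9 was highest for Slc6a12 (log2 CPM 8.03) and for the glycogen metabolism list (mean z-score 0.528) and lowest for imprinted genes (-0.615). SG 3 was lowest for Pkm (log2 CPM 7.62), Amn (-2.46) and the stroma and smooth muscle list (mean z-score -1.01). For Vegfa, Sham 1 was lowest of the sham placentas (log2 CPM 6.87) and SG 8 highest of the SG placentas (8.07). Sham 2 was lowest for labyrinth endothelium (mean z-score -0.898), and SG 7 was highest for incretin, leptin, ghrelin and insulin signaling (mean z-score 0.706) and for the total count (14829161). Beyond single genes, 9 gene lists passed camera with the preset correlation, which the paper does not report, but 0 passed with an estimated correlation (4 at an unadjusted p under 0.05) and 0 by fry (2 at an unadjusted p under 0.05).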

How the results depend on the processing

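DESeq2 with the Y-linked genes in the model and the Gene Ontology tests were chosen after the data were seen, and with Y signal in 4 SG and 0 sham placentas a model with these genes rests on SG 9. The count of genes past the threshold, 1 in edgeR, was the same with other size factors, library totals, at least 10 counts in every library, 1 surrogate variable or hemoglobin left out, and S100a9 was the gene in each. It was 2 without the filter, 15 with DESeq2, 3 with limma-voom and quality weights together, and 3 with the Y-linked genes in the model, also with the threshold on the fold change. It was 29 with DESeq2 and the Y-linked genes, with and without that threshold. It ran from 0 (without Sham 1, 2, 5 or 6 or SG 3) to 8 (without SG 9) when libraries were left out, also with the threshold on the fold change. Leaving out SG 9, the only SG placenta without the Y signal, made Y signal and surgery coincide. The 8 genes then called included Ddx3y, Eif2s3y, Kdm5d, Uty and Xist. Why the other libraries matter so much, and why Ngp and Retnlg also passed without SG 9, was not tested. Library totals alone moved the median log2 fold change of all genes by -0.12. The number of gene lists past the threshold, 9 with the preset correlation, was 0 with an estimated correlation and 0 with fry, which take the correlation between members into account, and ran from 8 to 12 with libraries left out. The log2 fold change of Lepr was -0.49 in edgeR and -0.47 in DESeq2 with the Y-linked genes in the model and ran from -0.0102 (without SG 3) to 0.25. With the Y-linked genes in the model, Eif2s3y was at -1.36 in edgeR and -1.44 in DESeq2, and Kdm5d at -1.96 and -1.99, as both are part of that covariate. Hbb-bs was at 0.86 in edgeR and 0.87 in DESeq2 under that model, and from -0.55 to 0.10 with libraries left out. Without Sham 6, Glp1r was at 0.19, Afp at 0.58 and Amn at 0.00748, and the lowest values with libraries left out were -2.01, -1.25 and -1.66. The difference in component 1 ran from -10.7 (without Sham 1) to 3.50 (without Sham 6). That in component 2 was 5.23 with all genes kept (exact permutation p = 0.746) and ran from -13.4 (without Sham 4, exact permutation p = 0.0159) to 9.67 (without Sham 2, exact permutation p = 0.0556); its sign depends on single placentas, and the cause was not tested. Enriched Gene Ontology terms, 0 in all, ran from 0 to 1 with libraries left out, the 1 (autocrine signaling, adjusted p = 0.0467) without SG 3. Surgery accounted for 7.71% to 12.8% of the distance with libraries left out, never past the threshold. The count of listed glucose and amino acid transporters past the test was 0 in all 20 alternatives, but Slc6a12, which is drawn in Figure S2D and not on that list, passed in DESeq2 with the Y-linked genes. The tree placed 5 or 6 placentas with their group. Genes filtered out in a setting have no value there. No paired analysis was possible because the groups share no replicate number. At these depths genes with few counts in both groups cannot show a difference.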

Differences from the paper's values

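For the number of genes with an adjusted p under 0.05, the threshold of its legend, the paper draws about 8 in Figure S2C, counted by eye, and edgeR gave 1. Of the 19 alternatives set before the data were examined, 1 came within the paper's number: without SG replicate 9 edgeR gave 8 genes, of which Ngp, Retnlg and S100a9 are drawn in Figure S2C and Ddx3y, Eif2s3y, Kdm5d, Uty and Xist are not. The other 18 did not: 15 genes with DESeq2, 3 with limma-voom with quality weights, 3 with the Y-linked genes in the model, 2 without the filter, 1 with each of the other settings of scaling, filter and covariate, and 0 to 3 with each other library left out. DESeq2, the tool of the paper's methods, called all 8 genes drawn and 7 that are not drawn, namely Ddx3y, Uty, Eif2s3y, Kdm5d, Gm29650, Xist and Mapk4, and the authors' deposited table lists the same 15. DESeq2 with the Y-linked genes in the model, chosen after the values were seen, called 29 genes, among them the drawn genes other than Sell. With the filter off edgeR also called Mmp8, and limma-voom with quality weights also called Csf3r and Retnlg.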

Other observations

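The tests against other splits of the placentas were planned for DESeq2 and for the gene lists and chosen after the result was seen for edgeR.

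Growth and nutrient genes were alike in both groups within the precision of the data. Fatty acid transport genes had a median log2 fold change of -0.09 (camera adjusted p = 0.636), micronutrient transport genes -0.12 (0.256), the insulin-like growth factor axis 0.03 (0.777) and imprinted genes -0.06 (0.874). In these lists 0 members passed over all genes in edgeR or DESeq2, and 0 passed in edgeR adjusted over the list alone. The incretin, leptin, ghrelin and insulin signaling list was at -0.08 (0.508), the steroid synthesis and glucocorticoid list at 0.09 (0.544), glycogen metabolism at 0.03 (0.256), the amino acid stress response at 0.03 (0.755) and immediate early genes at 0.12 (0.271). Of the other cell types, labyrinth endothelium was at -0.10 (camera adjusted p = 0.435), stroma and smooth muscle at -0.17 (0.733), decidua at 0.07 (0.256), syncytiotrophoblast at 0.12 (0.158) and visceral yolk sac at -0.66 (0.176), where all 17 genes were below 0, with Sham 6 behind the value. Inflammatory cytokines, of which 7 were tested, were at 0.02 (0.0581). The T cell list, the B cell list, the natural killer cell list and the eosinophil, basophil and mast cell list had 1, 1, 2 and 4 members with enough counts. Their scores did not differ (exact permutation p = 0.778, 0.365, 0.944 and 0.770). The macrophage gene Cd68 was at 93.0 ± 7.46 CPM (SD, n = 5) in sham and 145 ± 40.5 CPM (SD, n = 5) in SG placentas, and did not pass edgeR over all genes.

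Chance could not be excluded for the counts of calls. Over 100 of the 126 splits of the placentas into groups of 5, the real split called 1 gene with edgeR, and 6 splits, the real one included, called as many, with 2 as the highest other count. With DESeq2 the real split called 15 genes, 20 splits called as many, and the highest other count was 1367, for Sham 2, 5 and 6 with SG 8 and 9 against the rest. For that split edgeR called 0 genes, and the cause of the high DESeq2 count was not tested. For gene lists past camera with the preset correlation the real split gave 9, 34 splits gave as many, and the highest other count was 15.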
